# Pleiotrophin drives a prometastatic immune niche in breast cancer

**DOI:** 10.1084/jem.20220610

**Published:** 2023-02-24

**Authors:** Debolina Ganguly, Marcel O. Schmidt, Morgan Coleman, Tuong-Vi Cindy Ngo, Noah Sorrelle, Adrian T.A. Dominguez, Gilbert Z. Murimwa, Jason E. Toombs, Cheryl Lewis, Yisheng V. Fang, Fatima Valdes-Mora, David Gallego-Ortega, Anton Wellstein, Rolf A. Brekken

## Abstract

Metastatic cancer cells adapt to thrive in secondary organs. To investigate metastatic adaptation, we performed transcriptomic analysis of metastatic and non-metastatic murine breast cancer cells. We found that pleiotrophin (PTN), a neurotrophic cytokine, is a metastasis-associated factor that is expressed highly by aggressive breast cancers. Moreover, elevated PTN in plasma correlated significantly with metastasis and reduced survival of breast cancer patients. Mechanistically, we find that PTN activates NF-κB in cancer cells leading to altered cytokine production, subsequent neutrophil recruitment, and an immune suppressive microenvironment. Consequently, inhibition of PTN, pharmacologically or genetically, reduces the accumulation of tumor-associated neutrophils and reverts local immune suppression, resulting in increased T cell activation and attenuated metastasis. Furthermore, inhibition of PTN significantly enhanced the efficacy of immune checkpoint blockade and chemotherapy in reducing metastatic burden in mice. These findings establish PTN as a previously unrecognized driver of a prometastatic immune niche and thus represents a promising therapeutic target for the treatment of metastatic breast cancer.

## Introduction

Metastasis is a highly inefficient process with several rate-limiting steps (Cameron et al., 2000; Luzzi et al., 1998). As a result, only a small percentage of cancer cells colonize secondary sites and form successful overt metastases. These “metastasis-initiating cells” had to evolve and adapt to overcome the selective pressure of the metastatic cascade (Chambers et al., 2002). Thus, metastatic cancers often demonstrate cellular plasticity (Celià-Terrassa and Kang, 2016) that facilitates evasion of immune surveillance and therapy resistance. Due to enhanced cellular plasticity, metastatic cancer cells can often express developmental proteins that provide survival advantages (Ben-Porath et al., 2008; Lawson et al., 2015). Identifying such key players in the malignant process, especially those that help generate a favorable niche at secondary sites, might reveal novel therapeutic targets. Additionally, developmental proteins have restricted expression and function in healthy adults (Warrington et al., 2000); therefore, these factors are often viable therapeutic targets.

Pleiotrophin (PTN), named due to its diverse functions (Li et al., 1990), is an embryonic neurotrophic factor that binds to glycosaminoglycan chains (Ryan et al., 2021). It is highly expressed in the central nervous system (CNS) during the perinatal period and is downregulated thereafter with low expression in adult organs (Wanaka et al., 1993). Physiological functions of PTN include neuronal development (Landgraf et al., 2008; Yanagisawa et al., 2010), adipocyte differentiation (Gu et al., 2007; Sevillano et al., 2019), osteoclast development (Imai et al., 1998), mammary epithelial cell differentiation (Wellstein et al., 1992), angiogenesis (Papadimitriou et al., 2016), response to injury (Himburg et al., 2010; Yeh et al., 1998), and fetal lung development (Weng et al., 2009; Weng and Liu, 2010). Also, PTN is reported to be expressed in inflammatory diseases such as rheumatoid arthritis (Pufe et al., 2003), atherosclerosis (Li et al., 2010), and experimental autoimmune encephalitis (Liu et al., 1998), suggesting it has immune regulatory functions. RNA expression profiling of normal and tumor tissues has shown PTN to be consistently expressed in glioblastoma (Wang, 2020); however, several studies have indicated PTN is elevated in other cancers such as breast (Ma et al., 2017), lung (Wang and Wang, 2015), and pancreatic cancer (Yao et al., 2017). Even though PTN was discovered in the early 1990s, the function of PTN remains unexplored in metastatic breast cancer with the majority of earlier studies reporting its proangiogenic function in primary tumor development (Papadimitriou et al., 2016).

To study adaptations in metastatic breast cancer, we performed a transcriptomic comparison between highly metastatic and poorly metastatic breast cancer cells. Here, we report PTN to be a “metastasis-associated factor” that is enriched at metastatic lesions. We found that PTN expression is associated with advanced disease in breast cancer patients and that elevated expression of PTN might be an independent predictor of metastasis. Additionally, inhibition of PTN significantly reduced lung metastasis in multiple mouse models of breast cancer. Mechanistically, we found PTN activates the NF-κB pathway in cancer cells, resulting in elevated expression of cytokines including CXCL5. Inhibition of PTN reverts local immune suppression created by neutrophils resulting in increased activation of CD8 T cells. Furthermore, combining anti-PTN therapy with anti–PD-1 and Abraxane additively increased the efficacy of immune checkpoint blockade in mice. Overall, our results provide an in vivo functional analysis of PTN in breast cancer progression and demonstrate that inhibition of this previously understudied protein has significant therapeutic potential for the treatment of metastatic breast cancer.

## Results

### Comparison between highly metastatic and poorly metastatic cells reveals distinct metastasis-associated signature

To understand the pathways involved in the metastatic cascade, we performed RNA sequencing on a pair of syngeneic mouse breast cancer cell lines, E0771 and E0771-LG (Fig. 1 A). E0771 is poorly metastatic and was developed from a spontaneous mouse mammary adenocarcinoma (Ewens et al., 2005; Kitamura et al., 2019; Sugiura and Stock, 1952). E0771-LG cells were derived from a metastatic E0771 lung lesion (Kitamura et al., 2019). E0771 and E0771-LG cells grow similarly as primary tumors (Fig. S1 A), but E0771-LG cells form numerous spontaneous metastatic lung lesions in contrast to parental E0771 cells (Fig. S1 B). Bulk RNA sequencing and downstream differential analysis (Fig. 1 B) allowed us to broadly survey the changes in gene expression involved in various biological processes associated with E0771-LG metastasis. Among the top highly upregulated transcripts in E0771-LG cells, *PTN* was a common gene associated with four out of the five biological gene sets that were different between E0771 and E0771-LG (Fig. 1 B). PTN, being a neurotrophic cytokine, has been studied in the context of neuronal development and has been associated with invasive glioma (Gutmann, 2017; Qin et al., 2017; Shi et al., 2017). Early studies with PTN in breast cancer hinted at potential association of PTN with aggressive disease (Chang et al., 2007). Moreover, midkine (MDK), a protein related to PTN, was recently reported to be associated with aggressive immune evasive melanoma (Cerezo-Wallis et al., 2020; Olmeda et al., 2017), suggesting that these small heparin-binding neurotrophic factors might have unexplored important functions in malignancy. To confirm PTN as a metastasis-associated factor, we compared PTN expression in the syngeneic cell lines, E0771 and E0771-LG, by RNA fluorescence in situ hybridization (RNA-FISH; Fig. 1 C), quantitative PCR (qPCR; Fig. 1 D), and Western blot analysis (Fig. S1 C). PTN was elevated at the RNA level and the protein level in metastatic E0771-LG cells. To further test if PTN expression is associated with metastatic cancer cells, we looked at PTN expression in cells derived from the mouse genetic breast cancer model, *MMTV-PyMT*. Cancer cells isolated from metastatic lungs had higher PTN expression compared with cancer cells isolated from primary tumors (Fig. 1 E). Further, when we compared PTN expression by immunohistochemistry (IHC) in 19 paired tumor and lymph node metastasis samples from human breast cancer patients, we observed higher PTN protein expression in cancer cells in lymph node metastases (Fig. 1, F and G). These data confirm that elevated PTN expression in cancer cells at the metastatic site is conserved across species regardless of the metastatic site, i.e., lungs or lymph nodes.

**Figure 1.**
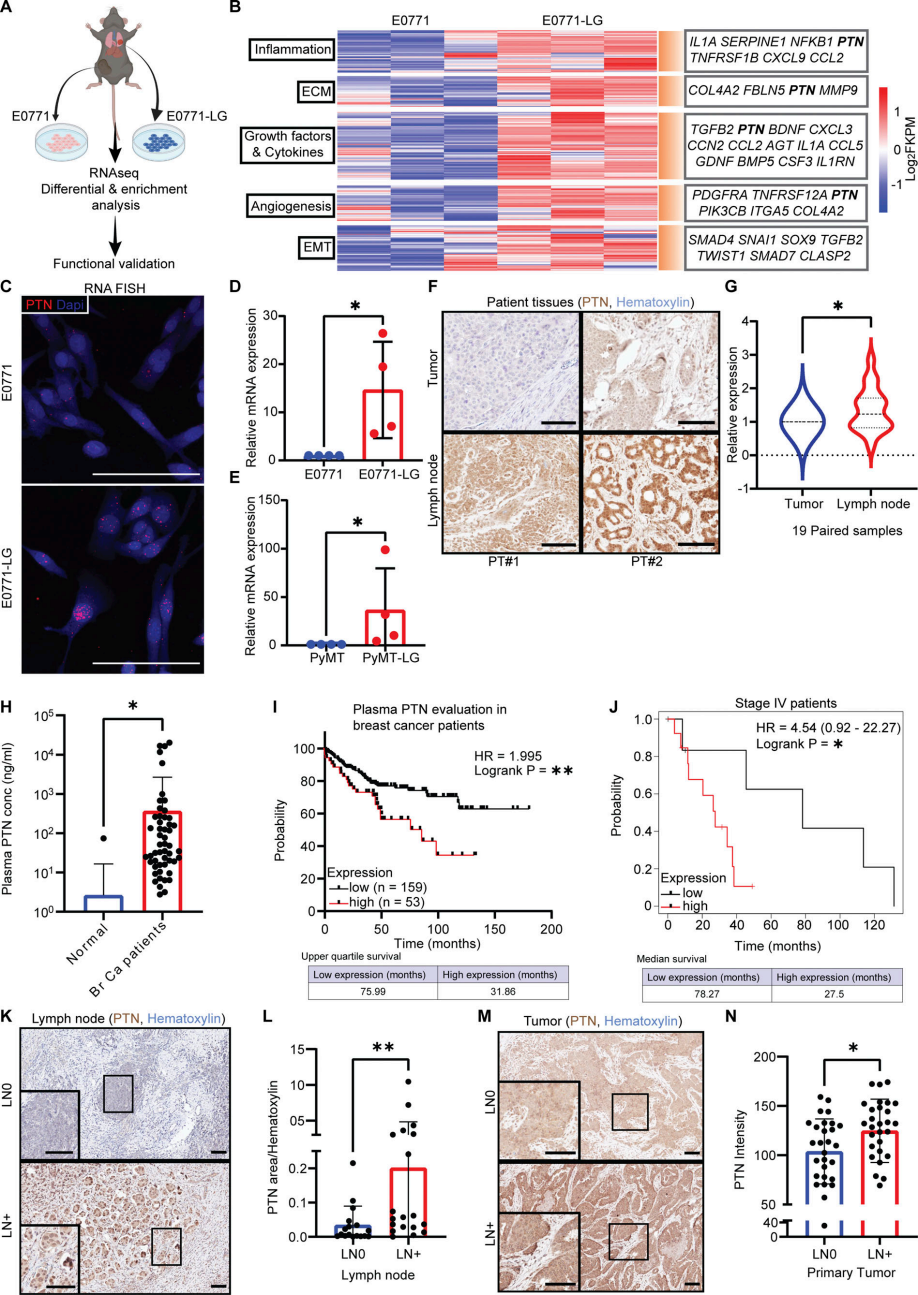
**Metastatic cancer cells have enrichment of neurotropic gene PTN that correlates with poor prognosis in breast cancer patients. (A)** Schematic diagram outlining the strategy for comparison between a highly metastatic lung–derived line, E0771-LG, and a poorly metastatic primary tumor–derived line, E0771. **(B)** Heat map of DEGs between E0771 and E0771-LG cell lines (*n* = 3 each). Relevant genes that are enriched in E0771-LG cells, in each of the important biological processes, are highlighted in the box on the right. **(C)** PTN enrichment in E0771-LG cells was validated by RNA FISH for PTN in cultured cells (*n* = 2). Representative images of two independent replicates are shown at 40× magnification. Scale bar, 100 μm. **(D and E)** PTN enrichment in metastatic lung–derived E0771-LG (D) and PyMT-LG **(**E**)** cancer cells were validated by qPCR. Representative of four independent replicates. Unpaired *t* test; *, P < 0.05. **(F)** 19 pairs of breast cancer patient primary tumor and their corresponding lymph node metastasis were stained for PTN by IHC. Representative images are shown at 20× magnification. Scale bar, 100 μm. **(G)** Quantification of H is shown as violin plot (*n* = 19). Paired *t* test; *, P < 0.05. **(H)** PTN expression in plasma of healthy (no cancer, *n* = 28) individuals and breast cancer patients (*n* = 210) were determined by ELISA and is shown as a bar graph. Unpaired *t* test; *, P < 0.05. Note: Only 1 out of 28 healthy plasma samples had detectable PTN. (**I)** Kaplan–Meier plot for the overall survival of breast cancer patients in H was generated by comparing survival of patients with high (*n* = 53) versus low (*n* = 159) levels of PTN in plasma. Log-rank (Mantel–Cox) test; **, P < 0.01. **(J)** Kaplan–Meier plot derived from TCGA database showing overall survival of stage IV breast cancer patients expressing high (*n* = 13) versus low (*n* = 7) levels of PTN in their primary tumor. Data were generated from https://kmplot.com/analysis/. Log-rank test; *, P < 0.05 **(K)** Lymph node tissue from breast cancer patients were obtained and stained for PTN by IHC. Representative images of PTN staining in lymph nodes from LN^+^ (*n* = 19) and LN^−^ patients (*n* = 17) are shown at 10× magnification. Images at 20× are shown in insets. Scale bar, 100 μm. **(L)** Images from E were quantified in terms of PTN-positive area/hematoxylin area. Unpaired *t* test; **, P < 0.01. **(M)** Primary tumor tissues from LN^+^ (*n* = 29) and LN^−^ (*n* = 29) patients were stained by IHC for PTN. Representative images are shown at 10× magnification and images at 20× are shown in insets. Scale bar, 100 μm. **(N)** Quantitation of G is shown as a bar graph of PTN intensity in primary tumors of LN^−^ and LN^+^ patients. Unpaired *t* test; *, P < 0.05. Tissues and plasma samples (H, K, and M) were obtained from UT Southwestern Tissue Management Shared Resources.

**Figure S1.**
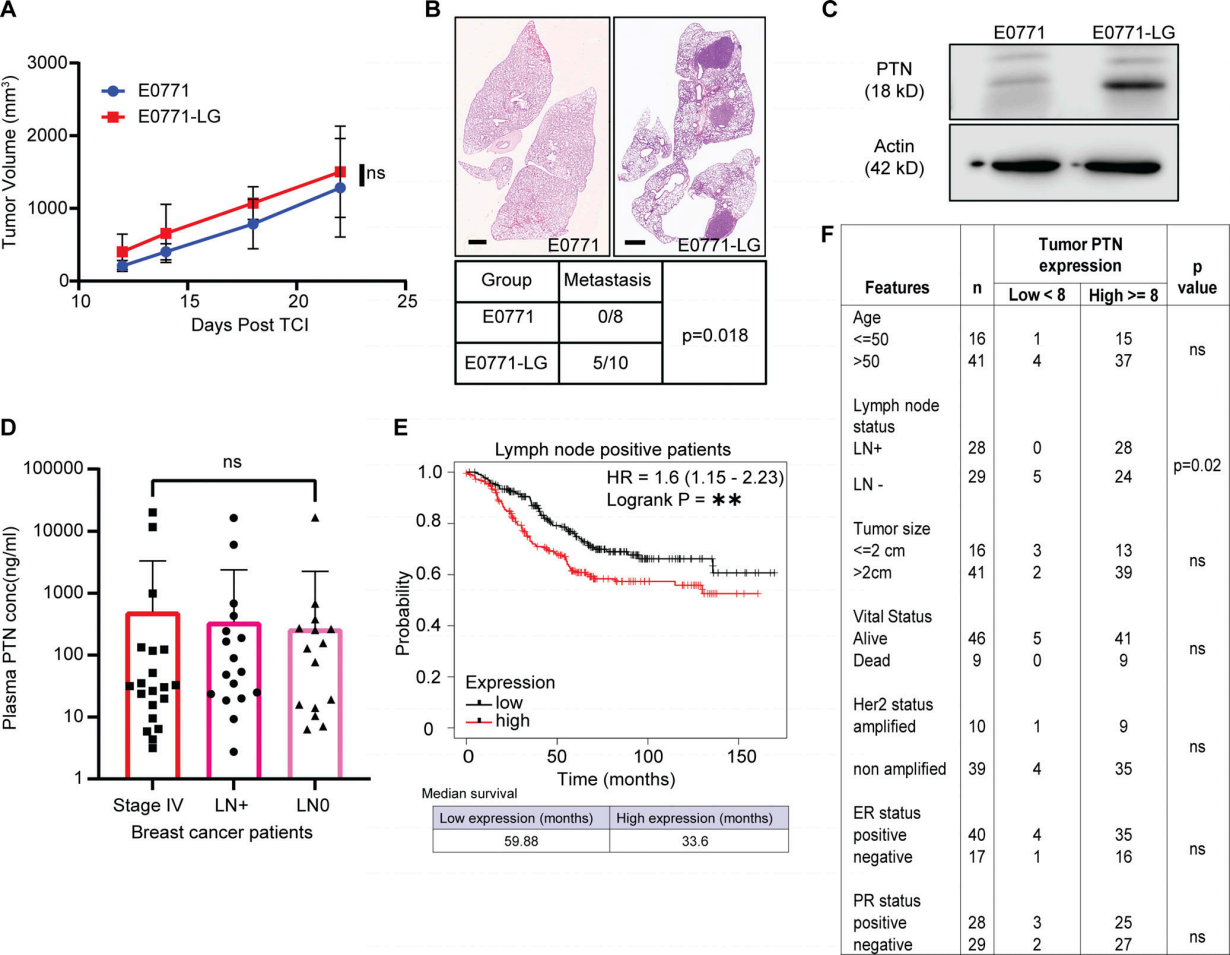
**PTN is associated with metastasis in breast cancer. (A)** Growth curve of orthotopically implanted (fourth mammary fat pad) E0771 parental (*n* = 8) and E0771-LG (*n* = 10) tumors in WT C57BL/6 mice. **(B)** Representative H&E images of lung metastasis from mice bearing E0771 (*n* = 8) or E0771-LG tumors (*n* = 10). Scale bar, 1 mm. Quantification of gross metastasis to lungs in mice bearing E0771 or E0771-LG tumors. Chi-square test; *, P < 0.05. **(C)** Western blot analysis of PTN expression (18 kD) in E0771 and E0771-LG cell lines, representative of three independent replicates. **(D)** Bar graph showing plasma levels of PTN in stage IV (*n* = 67), LN^+^ (*n* = 72), and LN^−^ (*n* = 71) breast cancer patients, as determined by ELISA. Statistical significance was determined using Kruskal–Wallis test. ns > 0.05. **(E)** Kaplan–Meier plot derived from TCGA database showing overall survival of LN^+^ breast cancer patients expressing high (*n* = 220) versus low (*n* = 232) levels of PTN in their primary tumor. Data were generated from https://kmplot.com/analysis/. Log-rank test; **, P < 0.01. **(F)** Primary tumor tissues from Fig. 2 F were scored by a pathologist into PTN-high and -low–expressing tumors. Additional patient history was obtained to determine the correlation between PTN expression and clinical pathophysiological features of patients. Chi-square test; *, P < 0.05. Source data are available for this figure: SourceData FS1.

### High PTN expression is associated with aggressive disease and poor survival in breast cancer patients

PTN is a secreted factor and has been reported to be expressed during embryonic development with limited expression in healthy adults (Sorrelle et al., 2017; Wang, 2020). Therefore, we evaluated PTN expression in breast cancer patient plasma. We tested plasma from 28 healthy individuals (no malignancies) and 210 breast cancer patients by ELISA. PTN was detected at a significantly higher level in breast cancer patients (Fig. 1 H), suggesting it might have potential use as a diagnostic biomarker. Breast cancer patients with plasma PTN concentrations above the detectable level (1 ng/ml) were considered “PTN high” whereas others were considered “PTN low.” Interestingly, even though PTN concentration did not significantly differ between stage IV, lymph node–positive (LN^+^), and lymph node–negative (LN^−^) patients (Fig. S1 D), the PTN-high cohort of patients had a worse overall survival than PTN-low patients (Fig. 1 I). This suggests that changes in PTN level might be a predictor of prognosis in breast cancer patients. Indeed, patients who had high PTN, regardless of disease stage, had a worse outcome clinically. Concurrently, when we plotted overall survival data of stage IV and LN^+^ breast cancer patients from The Cancer Genome Atlas (TCGA), elevated expression of PTN correlated with poor overall survival (Fig. 1 J and Fig. S1 E). PTN IHC staining of lymph nodes and tumor tissue from patients with LN^+^ and LN^−^ disease revealed that PTN expression was significantly higher in lymph nodes (Fig. 1, K and L) as well as in tumors (Fig. 1, M and N) from LN^+^ patients. These slides were confirmed, in a blinded fashion, by a breast pathologist (Y.V. Fang). Further, high PTN was associated with lymph node positivity but not with tumor size, age, or hormone status (Fig. S1 F). This suggests that PTN might be an independent predictor of metastasis and poor outcome.

### Cancer cells and stromal components contribute to overall PTN produced within the tumor microenvironment (TME)

PTN was first purified from MDA-MB-231 cells, a human breast cancer cell line (Wellstein et al., 1992). We also found that PTN is expressed by cancer cells in human breast tumors. However, the level of PTN in stromal cells in the TME is unclear. To address this, we accessed single-cell RNA sequencing data (scRNAseq) from human breast cancer (Wu et al., 2021) and found that PTN was expressed by a population of tumor cells and lowly by multiple stromal components (Fig. 2, A and B; and Fig. S2 A), including endothelial cells. scRNAseq data from late-stage mouse *MMTV-PyMT* tumors also show that PTN is produced by endothelial cells and a subpopulation of cancer cells (Fig S2, B–D). We validated the scRNAseq data in patient and mouse *MMTV-PyMT* tumors by multiplex staining of PTN (by IHC or RNA-FISH) with cancer cell (panCK or PyMT) and endothelial cell (CD31) markers (Fig. 2, C and D). In MMTV-PyMT lungs bearing metastasis, PTN was enriched at the metastatic lesion whereas little or no PTN was detectable in the normal lungs (Fig. S2 E). By combining FISH and multiplex IHC (Fig. 2 E, a–h), we stained metastatic lesions in *MMTV-PyMT* lungs for PTN (RNA-FISH), PyMT antigen (cancer cell marker), CD31 (endothelial marker), CD45 (pan-immune cell marker), and podoplanin (fibroblast, lymphatic maker). Multiplex staining revealed that multiple stromal components can contribute to PTN seen in metastatic lesions; however, the majority of PTN is produced by cancer cells. Furthermore, the most studied receptor for PTN, RPTPβ/ζ (Perez-Pinera et al., 2007; Ryan et al., 2016; Fig. 2 E, i–k), was also enriched in metastatic lung lesions, suggesting PTN signaling at the metastatic site is potentially functionally relevant.

**Figure 2.**
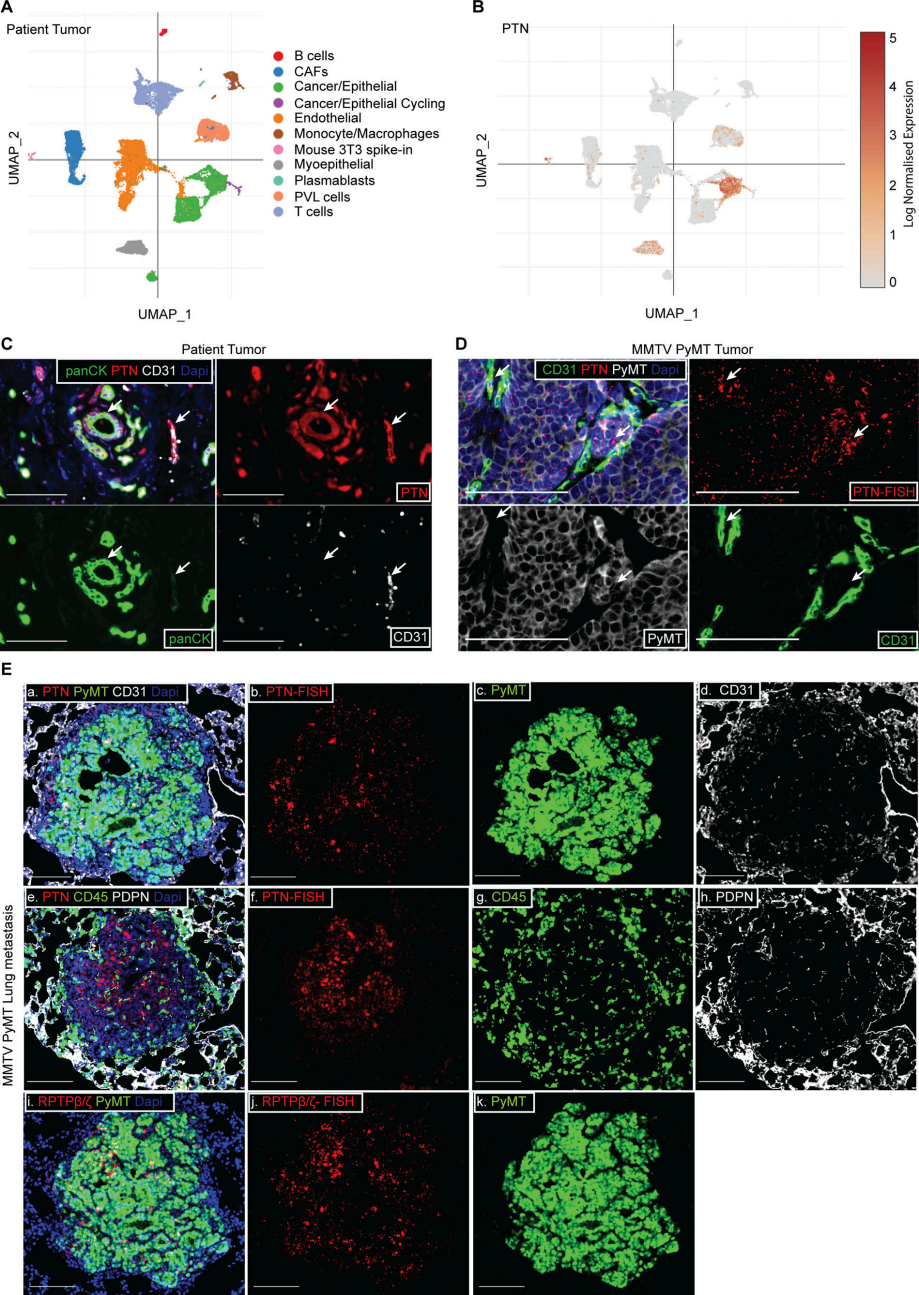
**Cancer cells and endothelial cells produce PTN in the TME. (A)** t-distributed stochastic neighbor embedding (tSNE) plot from scRNAseq of a patient’s primary tumor, BC-P1 CID4471, showing the different cell types within the TME. **(B)** tSNE plot showing the expression of PTN in cell types from A. Data were accessed from the online portal https://singlecell.broadinstitute.org/ (Wu et al., 2021). **(C)** Breast cancer patient primary tumor FFPE sections were stained by multiplex IHC for PTN (red), panCK (cancer cells; green), CD31 (endothelial cells; white), and DAPI (nucleus; blue). Images are representative of two biological replicates. Scale bar, 100 μm. White arrows point at colocalization of the PTN signal with panCK and CD31. **(D)** Representative images of dual RNA FISH of PTN (red) and IHC of CD31 (endothelial cells; green), PyMT (cancer cells; white) in *MMTV-PyMT* primary tumor (*n* = 4). Scale bar, 100 μm. White arrows point at colocalization of the PTN signal with PyMT and CD31. **(E)** Representative images of dual RNA FISH of PTN (red; a, b), PTN receptor RPTPβ/ζ (red; i, j) and IHC of CD31 (white; a, d), PyMT (green; a, c, i, k), CD45 (green; e, g), podoplanin (white; e, h) in *MMTV-PyMT* lung metastases (*n* = 4). Scale bar, 100 μm.

**Figure S2.**
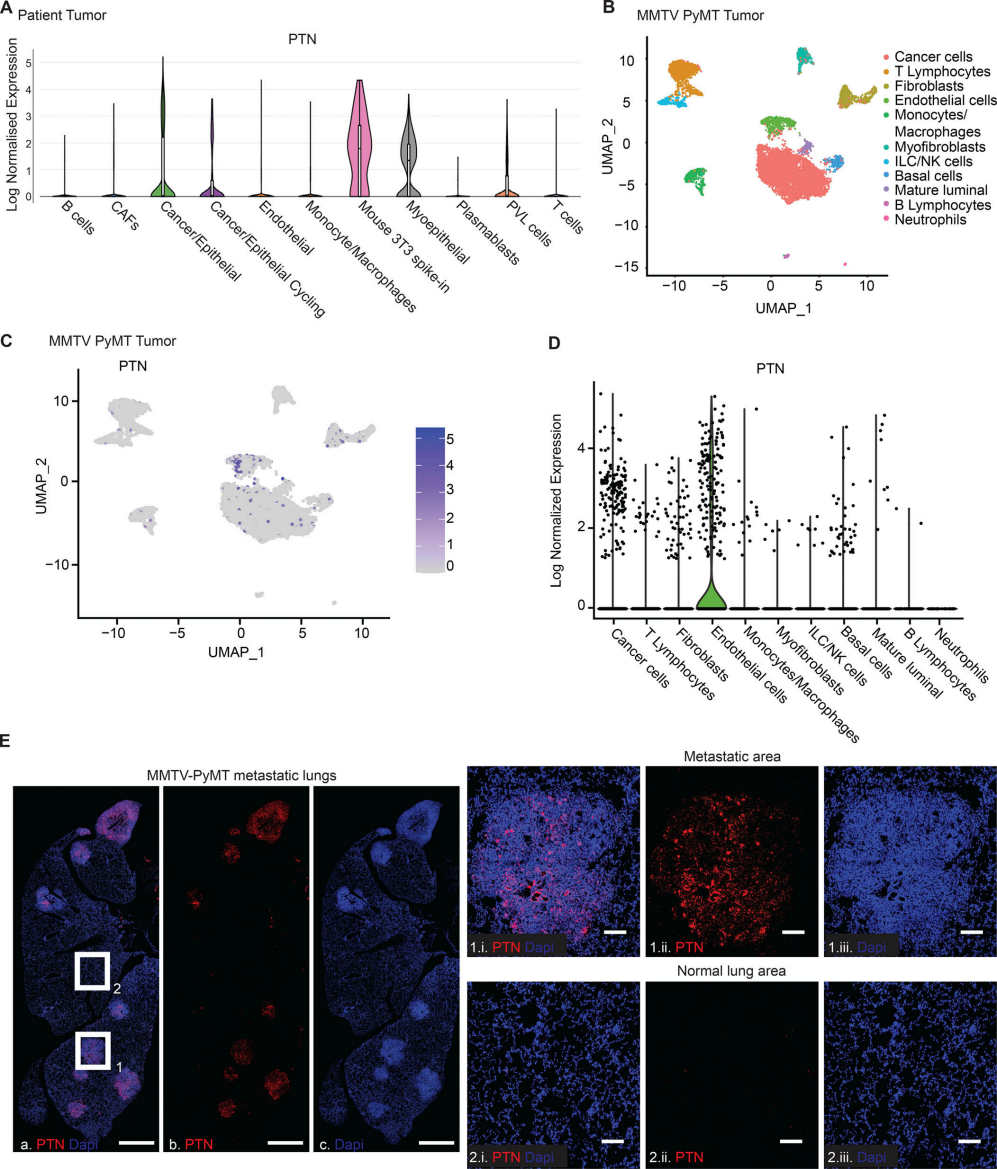
**PTN expression within different cell types of TME. (A)** Violin plot showing PTN expression in different cell types within the TME was generated using breast cancer patient scRNAseq data (BC-P1 CID4471) from a previous study (Wu et al., 2021). **(B)** tSNE plot showing the different cell types identified from scRNAseq of late-stage PyMT tumors. Data accessed from the previous study (Valdés-Mora et al., 2021). **(C)** tSNE plot showing the expression of PTN in different cells from B. **(D)** Violin plot, generated from scRNAseq of MMTV-PyMT primary tumors, showing PTN expression by different cell types within the TME. **(E)** Representative image of RNA FISH of PTN (red) on a lung bearing metastatic lesion from a *MMTV-PyMT* mice (*n* = 4). Scale bar, 1 mm. Boxes 1 and 2 indicate metastatic lesion and normal lung area, respectively. Magnified images at 20× of metastatic lesion and normal lung area are shown in 1.i, 1.ii, 1.iii and 2.i, 2.ii, 2.iii, respectively. Scale bar, 100 μm.

### PTN depletion reduces metastasis in multiple preclinical models of breast cancer

Since PTN can be produced by cancer cells and stromal components, we generated *Ptn-null* *MMTV-PyMT* FVB mice to study the function of PTN in breast tumor progression. We compared WT *MMTV-PyMT* and *Ptn-null* *MMTV-PyMT* tumor histology at 8, 10, 13, and 16 wk of age. WT *MMTV*-*PyMT* tumors formed intraepithelial neoplasia by 8 wk, early carcinoma by 10 wk, and late carcinoma with widespread necrosis by 13 wk (Fig. 3 A), similar to previously described studies (Attalla et al., 2021; Lin et al., 2003). *Ptn-null* *MMTV-PyMT* tumors, however, displayed slower progression (Fig. 3 A) showing hyperplasia by 8 wk, intraepithelial neoplasia by 10 wk, early carcinoma by 13 wk, and late carcinoma by 16 wk. This phenotype is complementary to aggressive scirrhous tumors observed in PTN overexpressing *MMTV-PyMT-Ptn* mice reported previously (Chang et al., 2007). Slower tumor progression translated into increased overall survival of *Ptn-null* mice compared with WT *MMTV-PyMT* mice (Fig. S3 A). Alongside, *Ptn-null* mice had smaller tumors at 10 and 13 wk (Fig. 3, B and C) as well as less metastasis to lungs (Fig. 3, D and E) at 13 wk.

**Figure 3.**
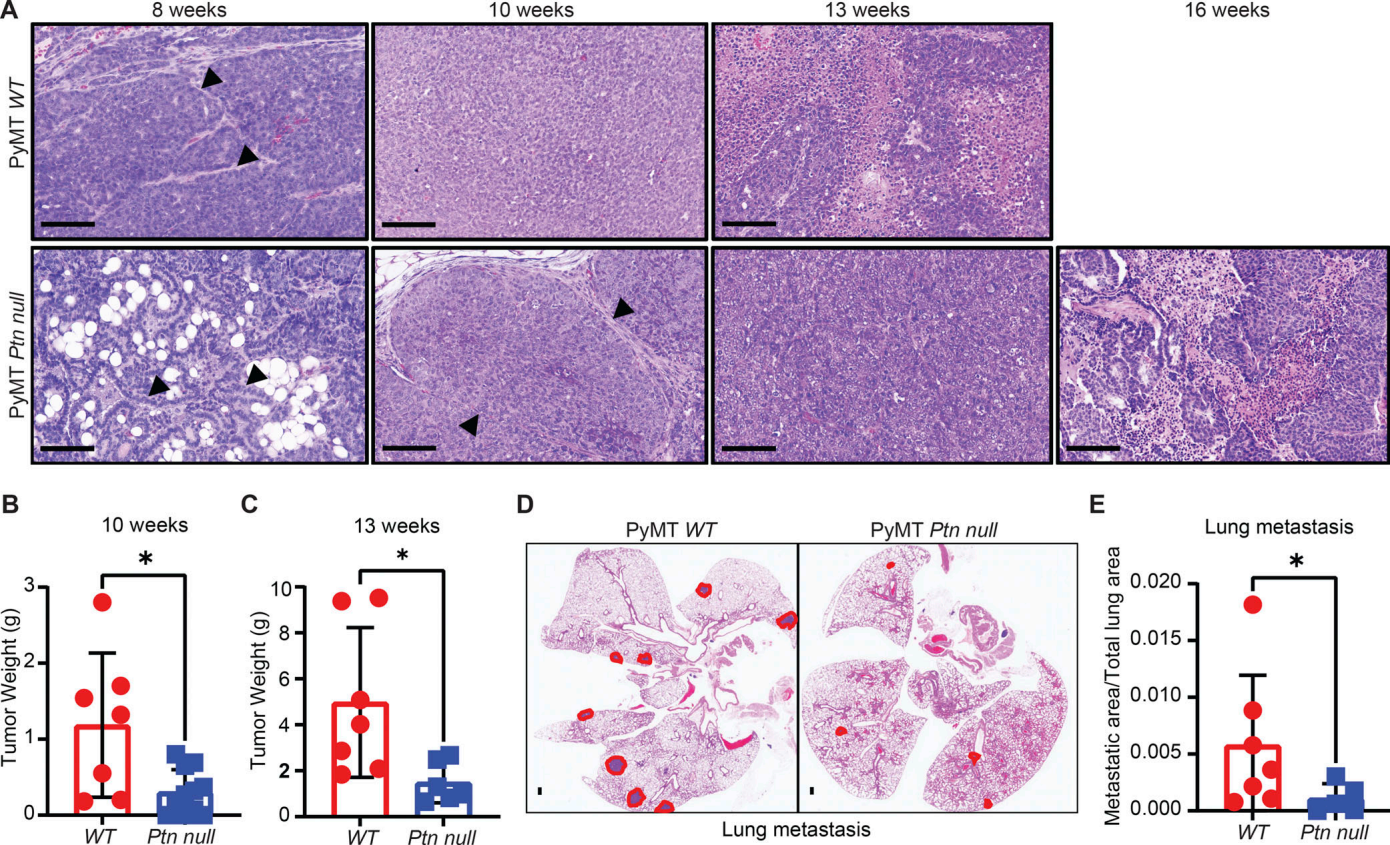
**Genetic ablation of *Ptn* reduces breast cancer progression and metastasis in mice. (A)** Tumor progression in WT and *Ptn null* mice was evaluated by examining tumor histology at 8 (*n* = 4), 10 (*n* = 6), 13 (*n* = 6), and 16 (*n* = 3) wk. Representative H&E images of *MMTV-PyMT* primary tumor from WT or *Ptn null* mice are shown at 20× magnification. Scale bar, 100 μm. Arrowheads in the 8-wk panels point at the myoepithelial layer surrounding intraepithelial neoplasia in WT and at normal mammary epithelial cells in *Ptn null* mammary sections. Arrowheads in the 10-wk panels point at myoepithelial layer surrounding intraepithelial neoplasia in *Ptn null* mammary tumor sections. **(B and C)** Tumor weight in *MMTV-PyMT* WT and *Ptn null* mice at 10 wk (*n* = 7–11; B) and 13 wk (*n* = 6–7; C) of age. Unpaired *t* test; *, P < 0.05. **(D)** Representative H&E images of lung metastasis in *MMTV-PyMT* WT (*n* = 7) and *Ptn null* mice (*n* = 5) at the end of 13 wk. Area of metastasis is circled in red. Scale bar, 100 μm. **(E)** Lung metastatic burden from D was quantitated in terms of metastatic area/total lung area. Unpaired *t* test; *, P < 0.05.

**Figure S3.**
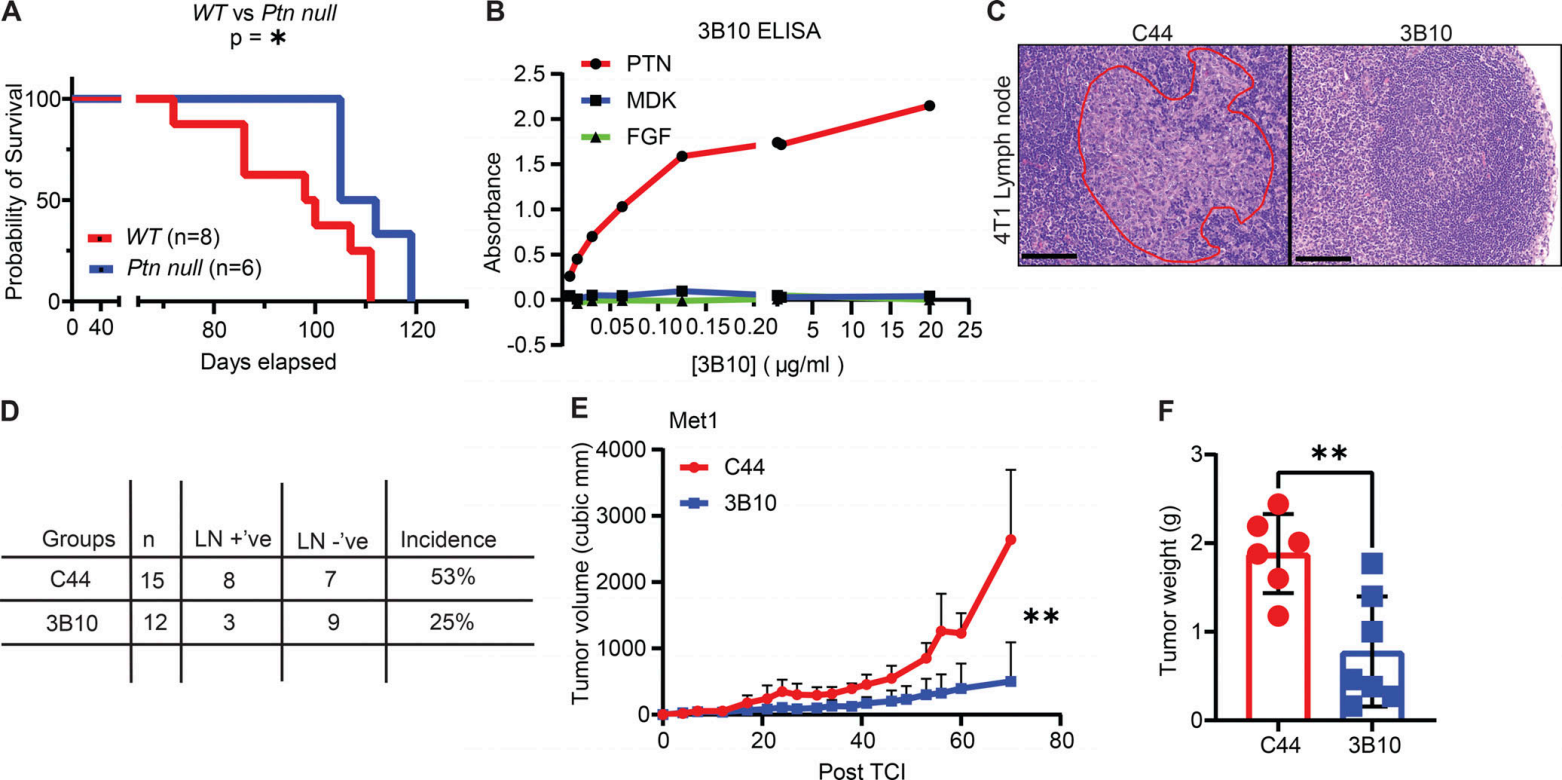
**In vivo inhibition of PTN using a mouse monoclonal antibody, 3B10. (A)** Kaplan–Meier plot comparing the overall survival of *MMTV-PyMT* WT (*n* = 8) versus *Ptn null* mice (*n* = 6). Log-rank (Mantel–Cox) test; *, P < 0.05. **(B)** Specificity of 3B10 for PTN in ELISA. MDK and fibroblast growth factor (FGF) were used as negative controls. Representative of two independent replicates. **(C)** Representation of H&E images of lymph node metastasis in 4T1 tumor–bearing mice treated with either C44 (*n* = 15) or 3B10 (*n* = 12). Area of metastasis are circled in red. Images shown at 20× magnification. Scale bar, 100 μm. **(D)** Quantitation of incidence of metastasis to lymph nodes from C by H&E evaluation. **(E)** Growth curve of orthotopically implanted Met-1 tumors (*MMTV-PyMT* derived) in WT FVB mice treated with IgG control (C44; *n* = 6) or anti-PTN therapy (3B10; *n* = 7). Treatment started once tumors were palpable (∼50 mm^3^). **(F)** Met-1 tumor weight at the end of study in mice. Unpaired *t* test; **, P < 0.01.

To delineate the functional relevance of PTN in tumor initiation versus tumor progression, we utilized a mouse monoclonal antibody, 3B10, that has been reported to neutralize PTN activity (US patent no. 20140294845A1). We tested the specificity of 3B10 for PTN by ELISA (Fig. S3 B) and confirmed that it only binds to PTN and not to structurally similar protein MDK or other small heparin binding proteins such as fibroblast growth factor. We used 3B10 to determine whether PTN is important for the progression of established breast tumors by exploiting an orthotopic triple-negative breast cancer (TNBC) model, 4T1 (Fig. 4, A–E). Tumor-bearing mice with established and palpable (∼50 mm^3^) tumors were treated with an IgG control antibody, C44, or 3B10. In this aggressive 4T1 model, 3B10 treatment did not change primary tumor growth (Fig. 4 A); however, 3B10 did reduce metastasis to the lungs (Fig. 4, B, C, and J). We also observed more than 50% reduction in the incidence of lymph node metastasis (Fig. S3, C and D). To test whether PTN blockade can improve survival in a clinically relevant setting, we performed a resection study using the 4T1 orthotopic model (Fig. 4, D and E). Tumors were resected when they reached a volume of ∼250 mm^3^. We found all the 3B10 treated mice were alive on the day the last C44 treated mice died, showing a strong survival benefit.

**Figure 4.**
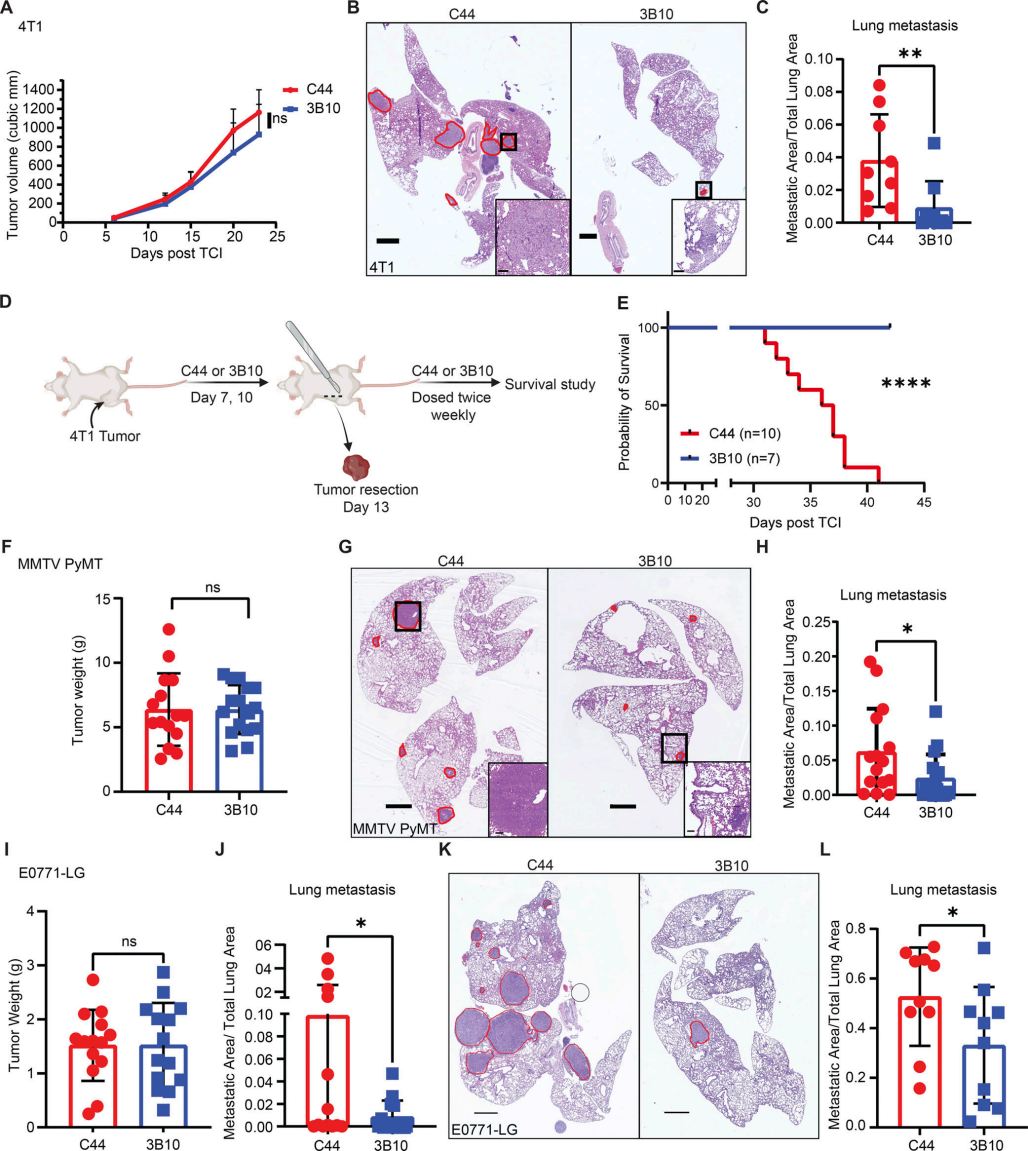
**Pharmacological inhibition of PTN (3B10, mAb) reduces metastasis in multiple preclinical mouse models of breast cancer. (A)** Tumor growth curve of orthotopically implanted 4T1 tumors in WT BALB/c mice treated with IgG control (C44) or anti-PTN therapy (3B10; *n* = 9 mice each). Treatment started once tumors were palpable (∼50 mm^3^). **(B)** Representative H&E images of lung metastasis from 4T1 tumor–bearing mice treated with C44 (*n* = 9) or 3B10 (*n* = 9). Scale bar, 1 mm. Area of metastasis is circled in red. Insets show metastatic lesions in lungs at higher magnification. Scale bar, 100 μm. **(C)** Metastatic area/total lung area from B. Unpaired *t* test; *, P < 0.05. **(D)** Schematic representation of 4T1 resection experiment. **(E)** Kaplan–Meier plot for overall survival of 4T1 tumor–bearing mice from D treated with C44 (*n* = 10) or 3B10 (*n* = 7). Log-rank (Mantel–Cox) test; ****, P < 0.0001. **(F)** Tumor weight in *MMTV-PyMT* mice treated with C44 (*n* = 15) or 3B10 (*n* = 16) at the end of 12 wk of age. Treatment started when mice were 8 wk of age. **(G)** Representative H&E images of lung metastasis from *MMTV-PyMT* mice treated with C44 (*n* = 15) or 3B10 (*n* = 16). Scale bar, 1 mm. Area of metastasis is circled in red. Insets show metastatic lesions in lungs at higher magnification. Scale bar, 100 μm. **(H)** Metastatic area/total lung area from G. Unpaired *t* test; *, P < 0.05. **(I)** Tumor weight of mice bearing E0771-LG tumors treated with C44 or 3B10 (*n* = 14 mice each). Treatment started once tumors were palpable (∼50 mm^3^). **(J)** Metastatic area/total lung area of I. Unpaired *t* test; *, P < 0.05. **(K)** Representative H&E images of metastatic lungs from an experimental metastasis study using E0771LG cells in WT C57BL/6 mice that were treated with C44 or 3B10 (*n* = 10 mice each). Scale bar, 1 mm. Treatment started a day prior to tumor cell injection. Area of metastasis is circled in red. **(L)** Metastatic area/total lung area from K. Unpaired *t* test; *, P < 0.05.

The phenotype of reduction in metastasis after PTN blockade held true in the *MMTV-PyMT* spontaneous breast cancer model as well. In WT *MMTV-PyMT* mice therapy with 3B10 was initiated after 8 wk of age once tumors had already formed. Again, 3B10 treatment did not reduce primary tumor burden (Fig. 4 F) but inhibited metastasis to lungs (Fig. 4, G and H). We also used previously characterized cells derived from *MMTV-PyMT* tumors, Met-1, in an orthotopic setting. Here, 3B10 slowed primary Met-1 tumor growth. We did not see evidence of lung or lymph node metastases in control or 3B10-treated animals bearing Met-1 tumors (Fig. S3, E and F). We further validated the antimetastatic effect in mice bearing E0771-LG orthotopic tumors, where 3B10 again had no effect on primary tumor burden but significantly reduced metastasis to lungs (Fig. 4, I and J).

To determine if PTN is relevant in cancer cell seeding and colonization of secondary sites, we injected E0771-LG cells via the tail vein. 3B10 or C44 therapy was initiated a day prior to tumor cell injection and mice were thereafter dosed twice weekly. 3B10 treatment significantly reduced metastasis (Fig. 4, K and L) suggesting PTN is relevant in the colonization of secondary sites.

### PTN facilitates inflammation, particularly neutrophil recruitment, by activating the NF-κB pathway in cancer cells

To uncover pathways that PTN influences to promote metastasis, we took an unbiased approach (Fig. 5 A) through bulk RNA sequencing. 

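RNA sequencing values were analysed for 2 tumor experiments, each with 3 tumors from mice treated with the control antibody C44 and 3 from mice treated with the anti-PTN antibody 3B10. 4T1 tumors grow from a mouse mammary carcinoma line implanted in BALB/c mice, and *MMTV-PyMT* tumors arise in the mammary glands of transgenic mice that express the polyoma middle T antigen. Both antibodies were given at 15 mg/kg, from day 8 until harvest on day 25 in the 4T1 model and from 8 to 12 wk of age in *MMTV-PyMT* mice. The authors sequenced paired ends, then aligned the reads to mm10 and assembled them with Hisat2 and Stringtie. For the differential analysis they used Rsubread and the robust quasi-likelihood pipeline of edgeR. The paper's reported average is 43 M reads per sample. The authors deposited a log2 value for each of 12091 genes in each sample, and the paper's text does not name the step that made these values. In the *MMTV-PyMT* samples, every value was the log2 CPM of a whole number of reads plus 0.5, so the reads could be recovered. They came to between 18.76 and 19.25 M per C44 tumor (median 19.18) and between 16.26 and 18.44 M per 3B10 tumor (median 16.29), so every C44 library was larger than every 3B10 library. The 4T1 values showed no such steps and were normalized for gene length, and the depth of these 6 samples is unknown. Across genes, the correlation between tumors of the same group lay between 0.963 and 0.984 in the 4T1 model and between 0.944 and 0.971 in the *MMTV-PyMT* model. From the log2 values as deposited, 3B10 was compared with C44 within each model by limma with Benjamini-Hochberg adjustment, and a log2 fold change below 0 means lower expression with 3B10. The comparison covered the genes whose value, above the lowest value of the sample and off the log scale, was at least 1 in at least 3 of the 6 tumors. These were 11467 genes in 4T1 tumors and 11361 genes in *MMTV-PyMT* tumors. Values from the 4T1 table and from the other samples are on different scales, so levels were compared only within an experiment.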

4T1 and *MMTV-PyMT* tumors harvested from mice treated with C44 or 3B10 were subjected to RNA sequencing. Additionally, we generated PTN knockdown E0771 (E0771shPTN; Fig. S4, A and C) and E0771-LG cells (E0771-LGshPTN; Fig. S4, B and C) and performed RNA sequencing from three replicates each. 

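E0771 is a mouse mammary adenocarcinoma line, and each of the cell lines was analysed as 3 replicates with the control vector (E0771shCtrl and E0771-LGshCtrl) and 3 replicates with the PTN shRNA (E0771shPTN and E0771-LGshPTN). The paper's methods name a single shRNA construct against PTN for both lines, a control vector carrying a sequence that targets EGFP, and puromycin selection of the infected cells. In these samples 100% of the deposited values also came out as whole reads. Reads on genes lay between 16.61 and 20.42 M in E0771shCtrl (median 17.25), between 15.63 and 19.32 M in E0771shPTN (median 18.05), between 17.3 and 19.59 M in E0771-LGshCtrl (median 18.6), and between 17.43 and 21.12 M in E0771-LGshPTN (median 18.05). The ranges of the groups overlapped in both lines. shPTN was compared with shCtrl within each line by the same test as in the tumors, over 10394 genes in E0771 and 10405 genes in E0771-LG cells. Replicates carry the numbers 1 to 3 in each group. Across genes, which are not independent replicates, the deviations of same-numbered samples from their group means correlated with a mean r of 0.026 in E0771 and 0.093 in E0771-LG cells, and results for the cells were also fitted with the replicate number as a block. Cells with shPTN and cells with shCtrl were selected as separate populations, so differences between populations that arose during selection cannot be separated from the effect of the shRNA.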

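Ptn (ENSMUSG00000029838), the gene targeted by the shRNA, lies on the minus strand of chromosome 6 from 36714929 to 36810220 in GRCm38. In E0771 cells its expression was 2.45 ± 0.39 log2 CPM (SD, n = 3) in E0771shCtrl and 0.05 ± 0.60 (SD, n = 3) in E0771shPTN. The log2 fold change was −2.40 (SE 0.37, adjusted p = 0.00159 by limma), which left 18.9% of the control level. These values rest on 80 to 128 reads per shCtrl sample and 12 to 22 reads per shPTN sample. In E0771-LG cells, expression fell from 3.97 ± 0.47 (SD, n = 3) in E0771-LGshCtrl, with 216 to 446 reads, to 1.26 ± 0.25 (SD, n = 3) in E0771-LGshPTN, with 35 to 56 reads. This was a log2 fold change of −2.71 (SE 0.28, adjusted p = 6.3e-05 by limma) and left 15.3% of the control level. In both lines every shPTN sample lay below every shCtrl sample, which gives an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow. The fold change differed between the lines by −0.30 (SE 0.48, adjusted p = 0.651 by the limma interaction term), which is within the error. With the replicate number as a block, the adjusted p was 0.000844 in E0771 and 4.94e-05 in E0771-LG cells. The alternative that moved the fold changes most was a pseudocount of 1 added to the values, with −1.67 in E0771 and −2.30 in E0771-LG cells.

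**Figure D1:**
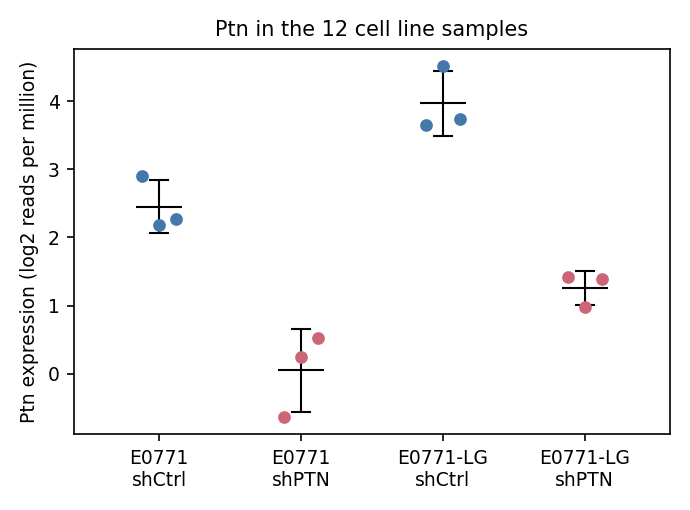
Ptn expression in log2 CPM in each of the 3 samples of E0771shCtrl, E0771shPTN, E0771-LGshCtrl and E0771-LGshPTN. Points are samples, wide bars are group means and error bars are the SD. The E0771shPTN samples lie around a mean of 0.05 and the E0771-LGshPTN samples around 1.26, below every shCtrl sample of their line.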

We included E0771-LG, a lung metastasis–derived line, as one of the four RNA sequencing experiments to ensure that only the pathways changing unanimously across primary tumor and lung metastases are included in the analysis. 

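Of the inflammation-related genes in the heat map of Fig. 5 B, 14 were tested in E0771-LG cells, and Ccr7 was not analysed here. Each of the 14 had a lower mean in E0771-LGshPTN than in E0771-LGshCtrl, with a mean log2 fold change of −0.88. At an adjusted p under 0.05 over all genes tested, 12 of them were lower. Adjusted over these genes alone all 14 passed, but the genes were chosen by the paper on these data. Among the cytokines, Ccl2 (ENSMUSG00000035385, chromosome 11) fell from 8.90 ± 0.10 to 7.83 ± 0.17 log2 CPM (SD, n = 3 each), a log2 fold change of −1.07 (SE 0.11, adjusted p = 5.71e-05 by limma). The log2 fold change was −1.04 for Ccl7 (SE 0.13, adjusted p = 0.000192) and −0.82 for Csf1 (adjusted p = 0.000503). Il6st changed by −0.92 (SE 0.09, adjusted p = 4.43e-05) with little spread between replicates, from 8.07 ± 0.06 to 7.14 ± 0.03 (SD, n = 3 each). Genes that passed also included Nfkb1, Irf9 (−0.75), Icam1 (−0.62), Klf6 (−0.55), Ifit2 (−1.33), P2ry2 (−1.08) and Kif1b (−0.58). The 3′ UTR of Klf6 holds AAACAGA and that of Ifit2 holds CAAACAG, overlapping words that also occur in the Ptn transcript. Genes with either word were on average lower in both shPTN lines. Without Klf6 and Ifit2 the mean log2 fold change of the 12 genes left was −0.87, so the mean of the set does not rest on them. Irf7 had a large but variable change of −1.53 (SE 0.56, adjusted p = 0.0656) with 204 to 810 reads in the shCtrl samples, and Ifnar1 changed by −0.30 (SE 0.13, adjusted p = 0.0801). Leaving out replicate 1 of E0771-LGshCtrl, or quantile normalization, moved the count of genes past the threshold most, to 14, and the fit with the replicate number as a block gave 13. In E0771 cells 11 of the 14 genes were lower with shPTN, 8 of them at an adjusted p under 0.05. With 3B10, 11 of the 14 were lower in 4T1 tumors and 9 in *MMTV-PyMT* tumors. In the tumors 0 of them had an adjusted p under 0.05, and at an unadjusted p under 0.05 there was 1 in 4T1 tumors and 0 in *MMTV-PyMT* tumors.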

Amongst the differentially expressed genes (DEGs), NF-κB–mediated inflammatory genes (Fig. 5 B), especially cytokines, were downregulated with PTN knockdown or inhibition. We combined gene set enrichment analysis from all four experiments and looked for biological processes that were altered by PTN depletion or blocking. Only interferon and inflammation response-related transcripts (Fig. 5 C) were universally reduced in all scenarios. 

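Lists of 75 interferon response genes and 76 inflammatory response genes, written before the values were seen, were tested in each experiment in place of the gene sets behind Fig. 5 C, which were not used here. The table holds 72 and 66 of these genes. Each list was compared with all other genes tested by limma's camera (two-sided, inter-gene correlation 0.01), and its p-values were adjusted over 15 tests of gene lists. In *MMTV-PyMT* tumors 65 of 67 interferon genes were lower with 3B10, with a mean log2 fold change of −0.51 (adjusted p = 1.29e-23). In E0771 cells 46 of 59 were lower with shPTN (mean −0.54, adjusted p = 2.55e-06), and in E0771-LG cells 44 of 60 (mean −0.80, adjusted p = 7.63e-05). In 4T1 tumors 45 of 72 were lower, with a mean of −0.12 that did not pass the adjustment (adjusted p = 0.0559). Of the inflammatory genes, 47 of 64 were lower in 4T1 tumors (mean −0.30, adjusted p = 4.14e-07), 36 of 54 in *MMTV-PyMT* tumors (mean −0.23, adjusted p = 2.17e-06), 44 of 51 in E0771 cells (mean −0.54, adjusted p = 2.17e-06) and 42 of 60 in E0771-LG cells (mean −0.43, adjusted p = 0.000637).

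The change was also compared with the spread between samples, using the mean of each list in each sample. In both cell lines every shPTN sample was below every shCtrl sample for both lists (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). In *MMTV-PyMT* tumors 3 of 3 3B10 samples were below the mean of the C44 samples for both lists (exact permutation p = 0.2 for interferon and 0.4 for inflammatory genes). In 4T1 tumors this held for 2 of 3 samples for interferon genes (exact permutation p = 0.8) and 3 of 3 for inflammatory genes (exact permutation p = 0.2). The alternative that raised these p-values most was an inter-gene correlation estimated from the data in the cells, and limma's fry, a rotation test of the samples, in the tumors. With the estimated correlation the p-values of the interferon list were 0.685 in 4T1, 0.0592 in *MMTV-PyMT*, 0.317 in E0771 and 0.466 in E0771-LG, and those of the inflammatory list were 0.107, 0.146, 0.233 and 0.392 in the same order. With fry they were 0.774 in 4T1 and 0.168 in *MMTV-PyMT* tumors for interferon genes, and 0.148 and 0.432 for inflammatory genes. Without replicate 3 of 3B10 the interferon genes in 4T1 tumors were higher with 3B10, by a mean of 0.0537. Leaving out single samples, their mean ranged from −0.67 to −0.28 in *MMTV-PyMT* tumors. It ranged from −0.67 to −0.40 in E0771 and from −1.02 to −0.37 in E0771-LG cells. Relative to the controls, replicate 1 of 3B10 lay at −0.98 in *MMTV-PyMT* tumors and replicate 2 of E0771-LGshCtrl at 0.72, each apart from the others of its group. With the replicate number as a block, the p-values in E0771 and E0771-LG cells were 8.71e-07 and 1.6e-06 for interferon genes and 7.64e-07 and 0.000342 for inflammatory genes. The paper combined gene set enrichment from the 4 experiments, looked for biological processes altered by PTN depletion or blocking in each of them, and from the scores in Fig. 5 C states that interferon and inflammation responses alone fell in every experiment.

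**Figure D2:**
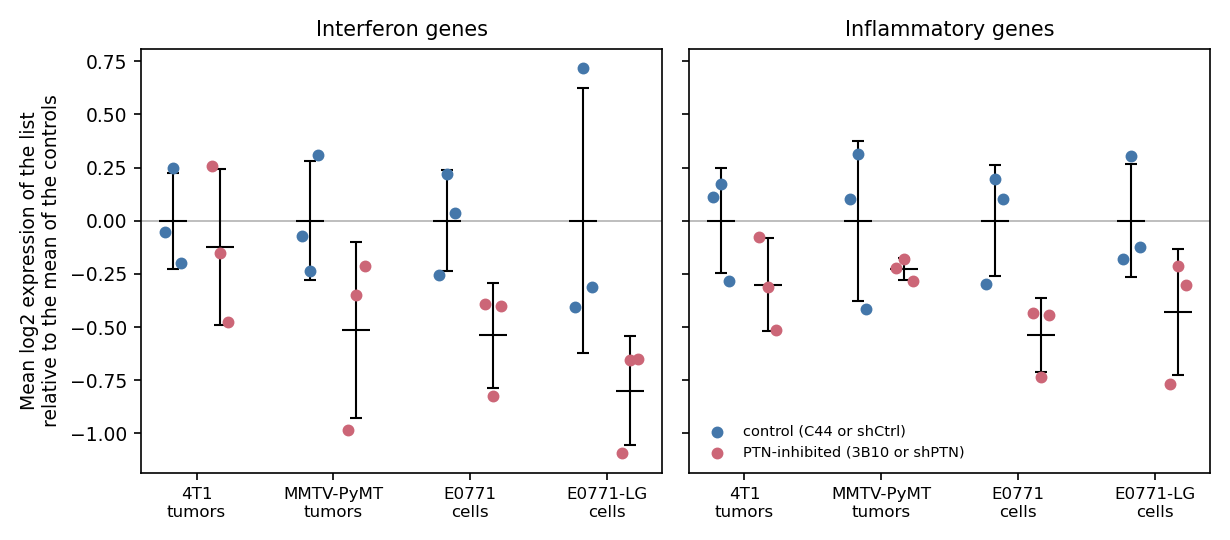
Mean log2 expression of the interferon genes (left) and the inflammatory genes (right) in each sample, relative to the mean of the controls of the same experiment. Blue points are control samples (C44 or shCtrl), red points are PTN-inhibited samples (3B10 or shPTN), wide bars are group means and error bars are the SD of 3 samples. Control and PTN-inhibited samples separate in both cell lines and overlap in the tumors, where the mean change of the interferon genes is −0.12 in 4T1 and −0.51 in *MMTV-PyMT* tumors.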

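At an unadjusted p under 0.05 by limma, 355 genes were higher in C44 than in 3B10 tumors in the 4T1 model and 134 in the *MMTV-PyMT* model. In the opposite direction there were 364 and 173 genes. Together these were 6.27% of the genes tested in 4T1 tumors and 2.7% in *MMTV-PyMT* tumors, where 573 and 568 genes are expected below this threshold by chance. At an adjusted p under 0.05 there were 0 genes in either tumor experiment, and the smallest adjusted p was 0.334 in 4T1 and 1 in *MMTV-PyMT* tumors. In the cells, 2037 genes were higher in E0771shCtrl and 2639 in E0771-LGshCtrl at an unadjusted p under 0.05. Adjusted p-values were under 0.05 for 2140 genes in E0771 (1216 of them higher in shCtrl) and 4826 genes in E0771-LG cells (2295 higher in shCtrl). With the replicate number as a block these became 2450 and 5012 genes. Leaving out each sample in turn gave between 194 and 764 genes higher in control in 4T1 tumors. In *MMTV-PyMT* tumors it ranged from 103 to 229, in E0771 cells from 1559 to 2016 and in E0771-LG cells from 2162 to 2809.

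Apart from Ptn, the genes with the largest decrease in E0771shPTN, among those expressed at a mean of at least 1 log2 CPM and not overlapping between groups, were Sprr1a (−2.44, adjusted p = 0.00215) and Kdm7a (−2.37, adjusted p = 0.00084). Kdm7a carries AAACAGA in its 3′ UTR. The largest increases in E0771shPTN were in Cp (4.59, adjusted p = 8.79e-06), Serpinf1 (4.33, adjusted p = 2.17e-06) and Sod3 (3.63, adjusted p = 5.27e-05), all with at most 22 reads in a shCtrl sample. In E0771-LGshPTN the largest decreases were in Col1a1 (−4.68, adjusted p = 5.42e-05, from 184 to 211 reads down to 3 to 12), Ppargc1a (−2.88, adjusted p = 4.36e-05) and Gbp2 (−2.80, adjusted p = 0.000121). The largest increases were in Bmp7 (3.90), Hapln1 (3.82) and Mr1 (3.35). Col1a1 and Bmp7 also hold AAACAGA in the 3′ UTR, and Hapln1 holds CAAACAG.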

Further, we then took the top upregulated genes (P < 0.05) in control tumors or cells from each of the four experiments and ran a motif analysis in Metascape. Using the TRRUST algorithm (Han et al., 2018), we determined potential transcription factors that could control DEGs in each of the four experiments. 

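The target lists of transcription factors in TRRUST were not used here. Of 9789 genes tested in all 4 experiments, 0 were higher in control at an unadjusted p under 0.05 in each of them. When the calls of each experiment were shuffled among these genes 10000 times, the mean number shared by all 4 was 0.065. In at least 3 of the experiments, 18 genes were higher in control. By direction alone, without a test, 762 genes (7.78%) were higher in control in all 4, among them 20 of 58 interferon genes and 9 of 46 inflammatory genes. Nfkb1 (ENSMUSG00000028163, chromosome 3) was itself lower with shPTN. Its log2 fold change was −0.34 in E0771 cells (SE 0.09, adjusted p = 0.0175 by limma) and −0.74 in E0771-LG cells (SE 0.11, adjusted p = 0.000336). With 3B10 it changed by −0.17 in *MMTV-PyMT* tumors (SE 0.12, adjusted p = 1) and by 0.00 in 4T1 tumors (SE 0.21, adjusted p = 0.999), where leaving out single tumors gave values from −0.24 to 0.16. Jun (ENSMUSG00000052684, chromosome 4) was lower in E0771shPTN (−0.47, SE 0.09, adjusted p = 0.0059) and changed by 0.08 in E0771-LG cells (SE 0.09, adjusted p = 0.471). The change of Jun differed between the lines by 0.56 (SE 0.12, adjusted p = 0.00363 by the limma interaction term). In 4T1 and *MMTV-PyMT* tumors, Jun changed by 0.03 and 0.01, less than the SEs of 0.14 and 0.26. The alternative that moved the adjusted p-values in E0771 cells most was a fit of all 24 samples together, with 0.142 for Nfkb1 and 0.0964 for Jun. With the replicate number as a block, the adjusted p of Nfkb1 was 0.0141 in E0771 and 0.000285 in E0771-LG cells, and that of Jun 0.00277 and 0.51.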

Only two transcription factors were common amongst all, namely NF-κB1 and Jun (Fig. 5 D). To validate PTN-mediated NF-κB activation, we stimulated E0771 cells with recombinant mouse PTN. PTN induced phosphorylation of p65 in a time (Fig. S4 D) and concentration-dependent manner (Fig. 5 E). This effect was abolished in presence of 3B10 (Fig. 5 E). 

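The table holds 25 chemokine genes. In E0771 cells 8 were expressed highly enough to be tested, of which 6 were lower with shPTN. At an adjusted p under 0.05 by limma 4 of these were lower, namely Ccl2 (−1.57, SE 0.24, adjusted p = 0.00284), Cxcl1 (−1.54, SE 0.29, adjusted p = 0.00432), Ccl5 (−1.31, SE 0.39, adjusted p = 0.0344) and Cxcl10 (−1.12, SE 0.24, adjusted p = 0.01). Ccl5 rests on 76 to 137 reads per shCtrl sample and 21 to 57 per shPTN sample. In E0771-LG cells 12 were tested and 8 were lower with shPTN. Apart from Ccl2 and Ccl7, Cx3cl1 was lower (−0.42, adjusted p = 0.0195). Ccl20 was higher (1.93, SE 0.33, adjusted p = 0.00195) although its 3′ UTR holds AAACAGA. Ccl25 was also higher (0.44, adjusted p = 0.0462), but passed in only 8 of 19 alternatives, with adjusted p-values of up to 0.989 by limma. Cxcl1 changed by 0.13 in E0771-LG cells (adjusted p = 0.74), and its effect differed between the lines (adjusted p = 0.0194 by the limma interaction term). With 3B10, 22 of 23 chemokine genes tested were lower in 4T1 tumors, 4 of them at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 over all genes. Adjusted over the chemokine genes alone, 2 passed in 4T1 tumors, against 4 lower and 1 higher in E0771 and 3 lower and 1 higher in E0771-LG cells. In *MMTV-PyMT* tumors 8 of 13 were lower, and 0 had an unadjusted p under 0.05. The number past the adjusted threshold in E0771-LG cells moved most with a replicate block and a correction for GC content and gene length, which gave 9 genes. With the replicate block alone there were 7 in E0771-LG and 4 in E0771 cells, and a fit of all 24 samples together gave 1 gene in E0771 cells.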

Further, many chemokines that are NF-κB target genes and are important in immune cell trafficking were altered by PTN depletion. We found that alongside activating the various components of the NF-κB pathway (Fig. S4 D), PTN induced the expression of CXCL5 in vitro, an effect that can be abrogated in the presence of 3B10 (Fig. S4 E). 

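Of the neutrophil-associated genes in the heat map of Fig. 6 A, Arg2, Dhrs9 and S100a9 were expressed highly enough to be tested in *MMTV-PyMT* tumors, and Cxcl5, Cxcr2 and Cxcl17 were not analysed here. Arg2 (ENSMUSG00000021125, chromosome 12) fell from 1.69 ± 0.54 to 0.42 ± 0.78 log2 CPM (SD, n = 3 each), with 40 to 80 reads per C44 tumor and 13 to 44 per 3B10 tumor. Its log2 fold change was −1.27 (SE 0.51, adjusted p = 1 by limma). Dhrs9 changed by −0.78 (SE 0.76, adjusted p = 1), which is about its standard error. S100a9 changed by −0.17 (SE 1.31, adjusted p = 1). Its values in the C44 tumors were 2.17, 2.17 and −2.91, a spread from 2 to 86 reads, and those in the 3B10 tumors were 0.02, 0.73 and 0.19. Without single samples, the change of S100a9 ranged from −1.86 to 0.68 and that of Dhrs9 from −1.43 to 0.07. Clec4d and Ccl5 were below the filter, with mean differences of −1.16 and −0.81 on 9 to 66 and 15 to 42 reads per C44 tumor. Over a list of 43 neutrophil genes written before the values were seen, of which 16 were tested in these tumors, 9 were lower with 3B10. Their mean log2 fold change was −0.15 (adjusted p = 0.0298 by camera over the 15 tests of gene lists). The mean of the list was below that of the C44 tumors in 2 of 3 3B10 tumors (exact two-sided permutation p = 0.7). The p-value of the list moved most with fry, which gave 0.632.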

Consistently, in our RNA sequencing results, we found that neutrophil-associated genes including CXCL5, a potent neutrophil recruiting cytokine and NF-κB downstream target gene (Chao et al., 2016; Deng et al., 2021), were downregulated with 3B10 treatment (Fig. 6 A). CXCL5 was confirmed to be downregulated at the protein level with 3B10 treatment in MMTV-PyMT–derived tumors (Fig. 6 B and Fig. S4 F). This was accompanied by a reduction in neutrophils (Ly6G^+^ cells) within the TME as determined by IHC (Fig. 6, C and D). These results were validated in the 4T1 model. 

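The signature behind CIBERSORT was not used here. The list of neutrophil genes was tested in its place, and 29 of its genes were expressed in 4T1 tumors. With 3B10, 27 of these 29 were lower, with a mean log2 fold change of −0.62 (adjusted p = 5.92e-12 by camera). At an unadjusted p under 0.05, 10 of the genes were lower and 1 was higher, and adjusted over the list alone 4 were lower. S100a9 was among the lower genes, from 9.29 ± 0.40 to 8.63 ± 0.54 on the length-normalized log2 scale (SD, n = 3 each), a change of −0.66 (SE 0.30, adjusted p = 0.801 by limma). The mean of the list, relative to that of the C44 tumors, was −0.31, −0.50 and −1.04 in the 3 3B10 tumors and between −0.10 and 0.11 in the C44 tumors. No 3B10 tumor overlapped with the C44 tumors (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). The p-value of the list moved most with fry, to 0.0355, and was under 0.05 in each of 21 alternatives. None of these allowed for tissue composition, and muscle genes were higher in the same 3B10 tumors by a mean of 2.86. Of the other groupings of these tumors, which mix C44 and 3B10, 1 gave a smaller camera p (1.95e-14). A list of 24 genes of leukocytes in general was lower in these tumors by a mean of −0.52, and its difference from the neutrophil list was within chance (permutation test over genes, p = 0.403).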

CIBERSORT analysis of RNA sequencing data in the 4T1 model revealed a reduction of neutrophils in 4T1 tumors from mice treated with 3B10 (Fig. 6 E). Complementing the reduction in Ly6G^+^ cells, we saw a decrease in S100A9^+^ cells, a neutrophil and MDSC marker (Averill et al., 2011), within *MMTV-PyMT* and 4T1 tumors (Fig. S4, G–I). Similar to primary tumors, we observed that 3B10 treatment resulted in a reduction in overall CXCL5 expression in 4T1 metastatic lung lesions (Fig. 6 F). This translated to 3B10 inducing an overall decrease in neutrophils (Ly6G^+^ cells) within lungs in the 4T1 and E0771-LG models, as determined by IHC and flow cytometry (Fig. 6, G and H; and Fig. S4, J–L). Neutrophils have been associated with tumor metastasis in breast cancer (Albrengues et al., 2018; Park et al., 2016; Szczerba et al., 2019; Wu et al., 2020; Yang et al., 2020). To substantiate the data from RNA sequencing, we sought to determine if neutrophils are required for PTN-mediated metastasis. For this, we performed a Ly6G depletion study in two different models (4T1 and E0771-LG) in the presence or absence of 3B10 (Fig. 6, I–L; and Fig. S5, A–E). 3B10 robustly reduced lung metastasis as did the depletion of Ly6G^+^ cells. However, in the absence of Ly6G^+^ cells (Fig. 6, I–L), 3B10 did not have an additive effect, supporting our hypothesis that PTN might be enhancing lung metastasis through neutrophil recruitment.

**Figure 5.**
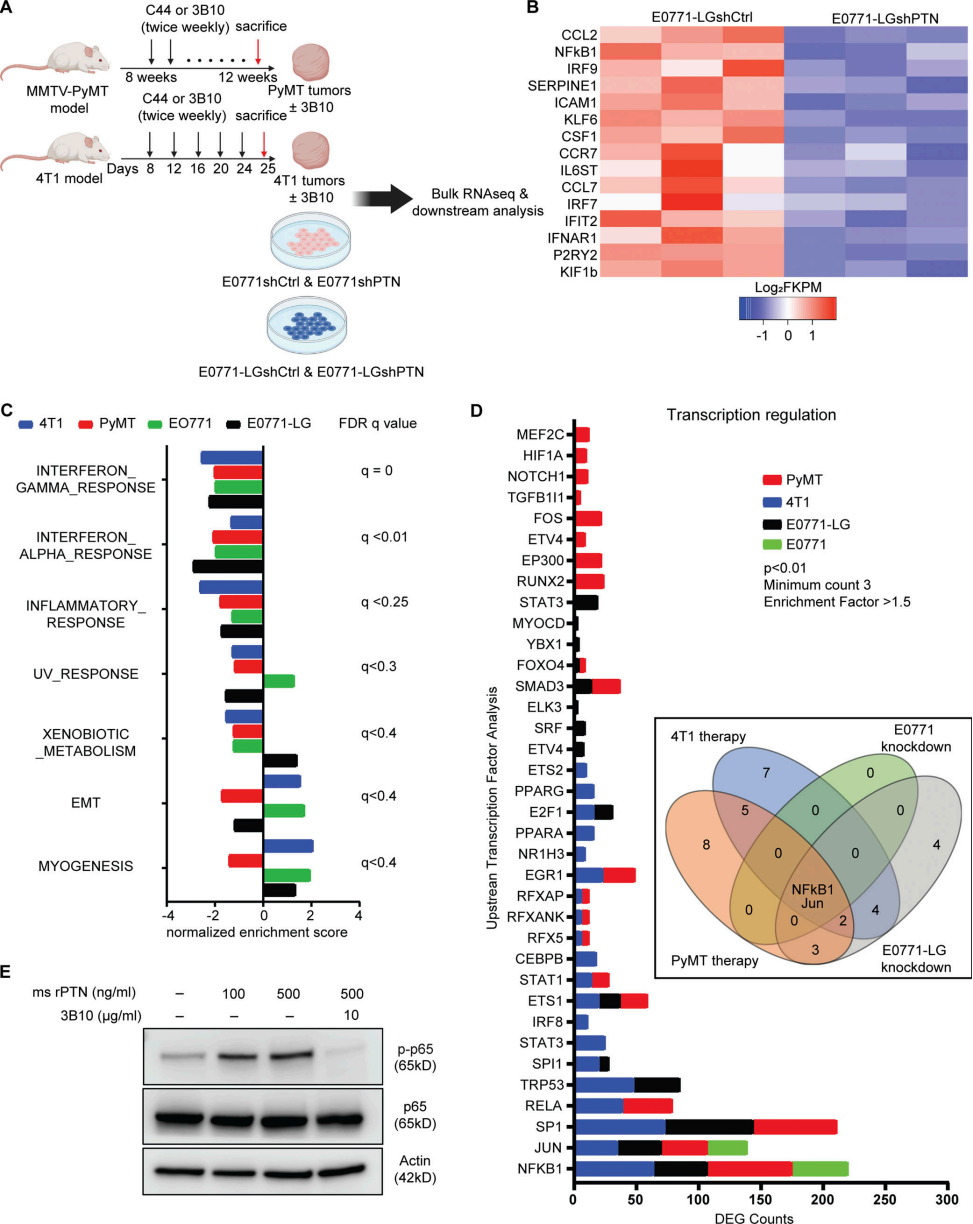
**PTN promotes inflammation by augmenting NF-κB activity in cancer cells. (A)** Schematic outline of the RNA sequencing strategy to investigate the effect of PTN depletion in four different experiments (*n* = 3 each). **(B)** Heat map of differentially expressed inflammation-related genes between E0771-LGshCtrl and E0771-LGshPTN cells (*n* = 3 each). **(C)** Bar graph of normalized enrichment score obtained from gene set enrichment analysis of RNA sequencing data as shown in A. Highest q value amongst the four experiments is shown on the right. **(D)** Bar graph of potential upstream transcription factors regulating DEGs in each of the four experiments in A. Inset displays a Venn diagram showing NF-κB and Jun are the only two common potential transcription factors that can regulate the DEGs from A as determined by TRRUST analysis using metascape. **(E)** Western blot analysis of phospho p65 and total p65 in E0771 cells stimulated with recombinant mouse PTN (100 or 500 ng/ml) in the presence or absence of 3B10 for 30 min. Representative of three independent replicates. Source data are available for this figure: SourceData F5.

**Figure S4.**
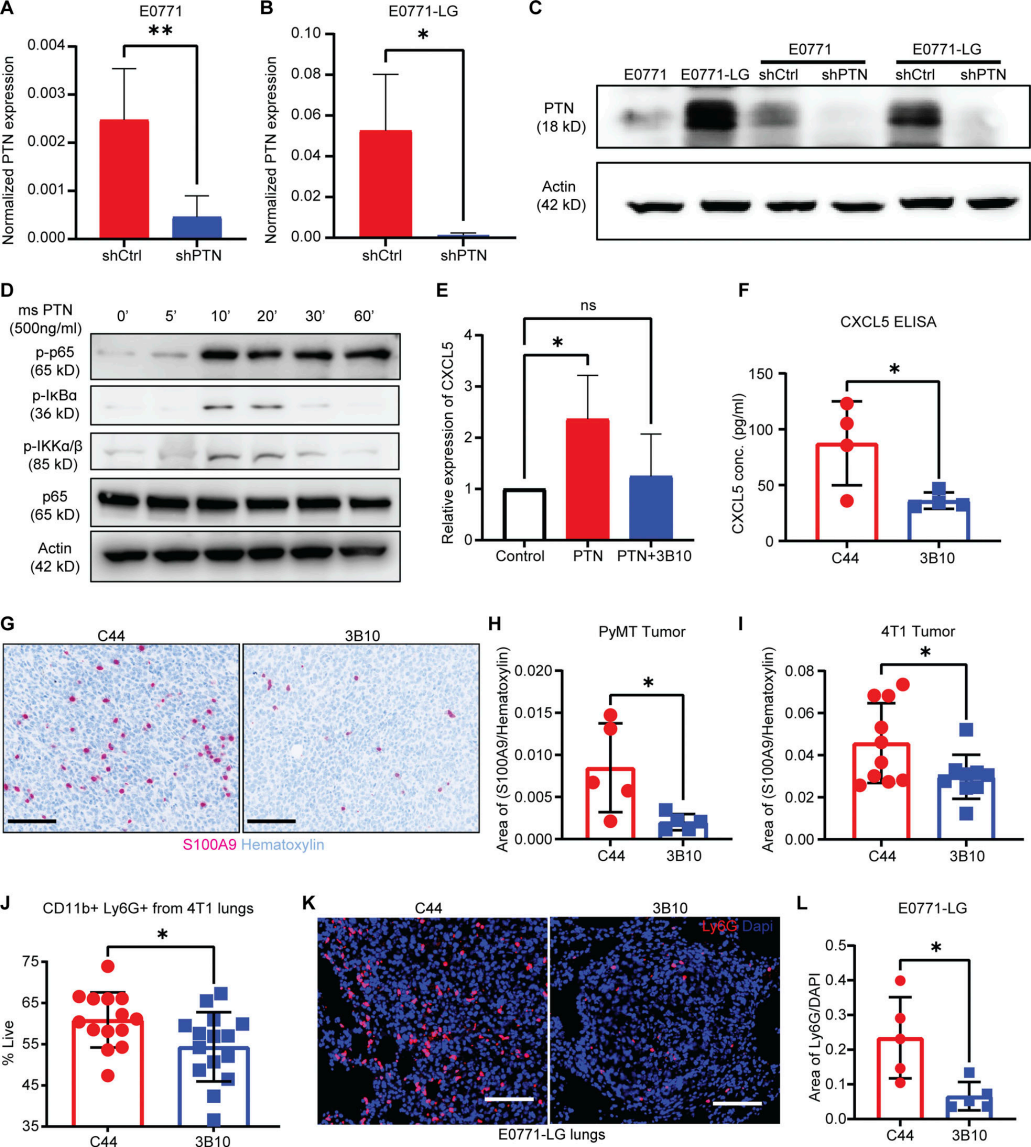
**Validation of knockdown of PTN expression in E0771 and E0771-LG cells. (A)** Normalized PTN expression as determined by qPCR in E0771shCtrl and PTN knockdown cells, E0771shPTN. Unpaired *t* test; **, P < 0.01. Representative of four independent replicates. **(B)** Normalized PTN expression as determined by qPCR in E0771-LGshCtrl and PTN knockdown cells, E0771-LGshPTN. Unpaired *t* test; *, P < 0.05. Representative of three independent replicates. **(C)** Western blot analysis of PTN expression (18 kD) in E0771, E0771-LG, E0771shCtrl, E0771shPTN, E0771-E0771-LGshCtrl, and E0771-LGshPTN cell lines, representative of three independent replicates. **(D)** Western blot analysis of p-p65, p-IκB*α*, p-IKK*α*/β, p-IKKa/B, total p65, and actin in E0771 cells stimulated with recombinant mouse PTN (500 ng/ml) for 0–60 min, representative of two independent replicates. **(E)** Relative expression of CXCL5 mRNA by qPCR upon PTN stimulation (500 ng/ml) in the presence or absence of 3B10 (10 μg/ml). One-way ANOVA; *, P < 0.05, representative of at least three independent replicates. **(F)** CXCL5 expression *MMTV-PyMT* tumors treated with C44 or 3B10 was determined by ELISA. Unpaired *t* test; *, P < 0.05. **(G)** 4T1 (*n* = 9–10) and *MMTV-PyMT* tumors (*n* = 5) from mice treated with C44 or 3B10 were stained for MDSCs (S100A9^+^ cells) by IHC. Representative images are shown at 20× magnification. Scale bar, 100 μm. **(H and I)** Quantification of B. Unpaired *t* test; *, P < 0.05. **(J)** Quantification of neutrophils (CD11b^+^ Ly6G^+^) in 4T1 metastatic lungs from mice treated with C44 (*n* = 14) or 3B10 (*n* = 15) as determined by flow cytometry. Unpaired *t* test; *, P < 0.05. **(K)** E0771-LG metastatic lungs from mice treated with C44 or 3B10 (*n* = 5 each) were stained for neutrophils (Ly6G^+^ cells) by IF. Representative images are shown at 20× magnification. Scale bar, 100 μm. **(L)** Quantification of Ly6G^+^ cells from K. Unpaired *t* tailed test; *, P < 0.05. Source data are available for this figure: SourceData FS4.

**Figure 6.**
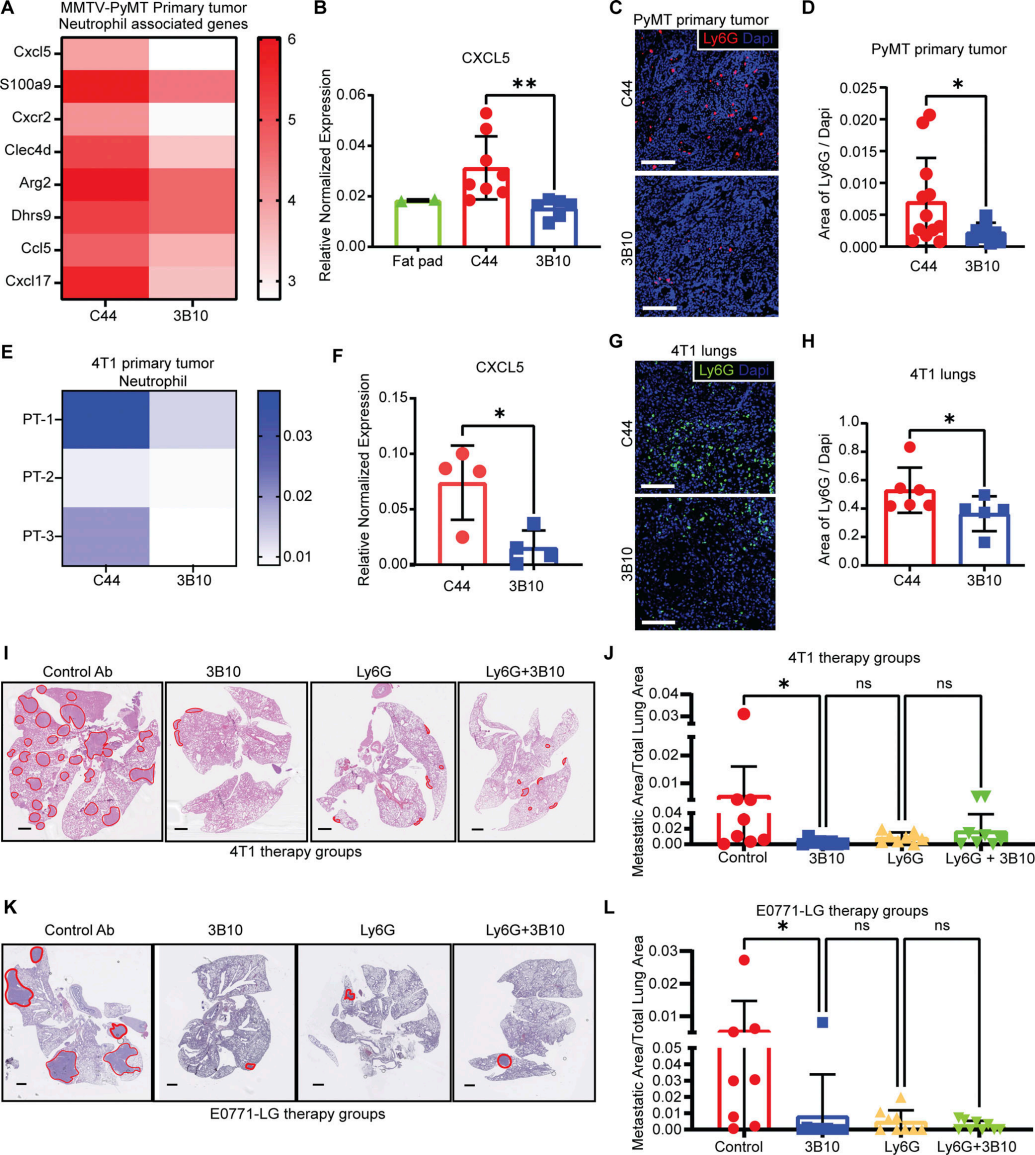
**PTN promotes an inflamed TME by recruiting neutrophils. (A)** Heat map highlighting changes in neutrophil associated genes in *MMTV-PyMT* primary tumors treated with C44 or 3B10 (*n* = 3 each). **(B)** CXCL5 expression in normal mammary fat pad (*n* = 2) or Met-1 (*MMTV-PyMT*–derived) tumors treated with C44 (*n* = 8) or 3B10 (*n* = 6) was determined by cytokine array. Unpaired *t* tailed test; **, P < 0.01. **(C)** *MMTV-PyMT* tumors from mice treated with C44 (*n* = 12) or 3B10 (*n* = 9) were stained for neutrophils (Ly6G^+^ cells) by immunofluorescence (IF). Representative images are shown at 20× magnification. Scale bar, 100 μm. **(D)** Quantification of C. Unpaired *t* tailed test; *, P < 0.05. **(E)** CIBERSORT analysis using RNA sequencing data of 4T1 tumors (*n* = 3 each) shows a decrease in neutrophil infiltration with 3B10 treatment. Analysis was performed at the online portal http://timer.cistrome.org/. **(F)** CXCL5 expression in 4T1 lungs from mice treated with C44 or 3B10 (*n* = 4 each) was determined by cytokine array. Unpaired *t* tailed test; *, P < 0.05. **(G)** 4T1 metastatic lungs from mice treated with either C44 (*n* = 6) or 3B10 (*n* = 5) were stained for neutrophils (Ly6G^+^ cells) by IF. Representative images are shown at 20× magnification. Scale bar, 100 μm. **(H)** Quantification of Ly6G^+^ cells from G. Unpaired *t* tailed test; *, P < 0.05. **(I)** Representative H&E images of lung metastases in WT BALB/c mice bearing 4T1 tumors. Scale bar, 1 mm. WT BALB/c mice were treated with either isotype control (IgG), 3B10, Ly6G, or Ly6G+3B10 (*n* = 8 mice each). **(J)** Quantification of I in terms of metastatic area/total lung area. Kruskal–Wallis test; *, P < 0.05. **(K)** Representative H&E images of lung metastases in WT C57BL/6 mice bearing E0771-LG tumors. WT C57BL/6 mice were treated with isotype control (IgG; *n* = 8), 3B10 (*n* = 10), anti-Ly6G (*n* = 9), or anti-Ly6G+3B10 (*n* = 9). **(L)** Quantification of I in terms of metastatic area/total lung area. Kruskal–Wallis test; *, P < 0.05.

**Figure S5.**
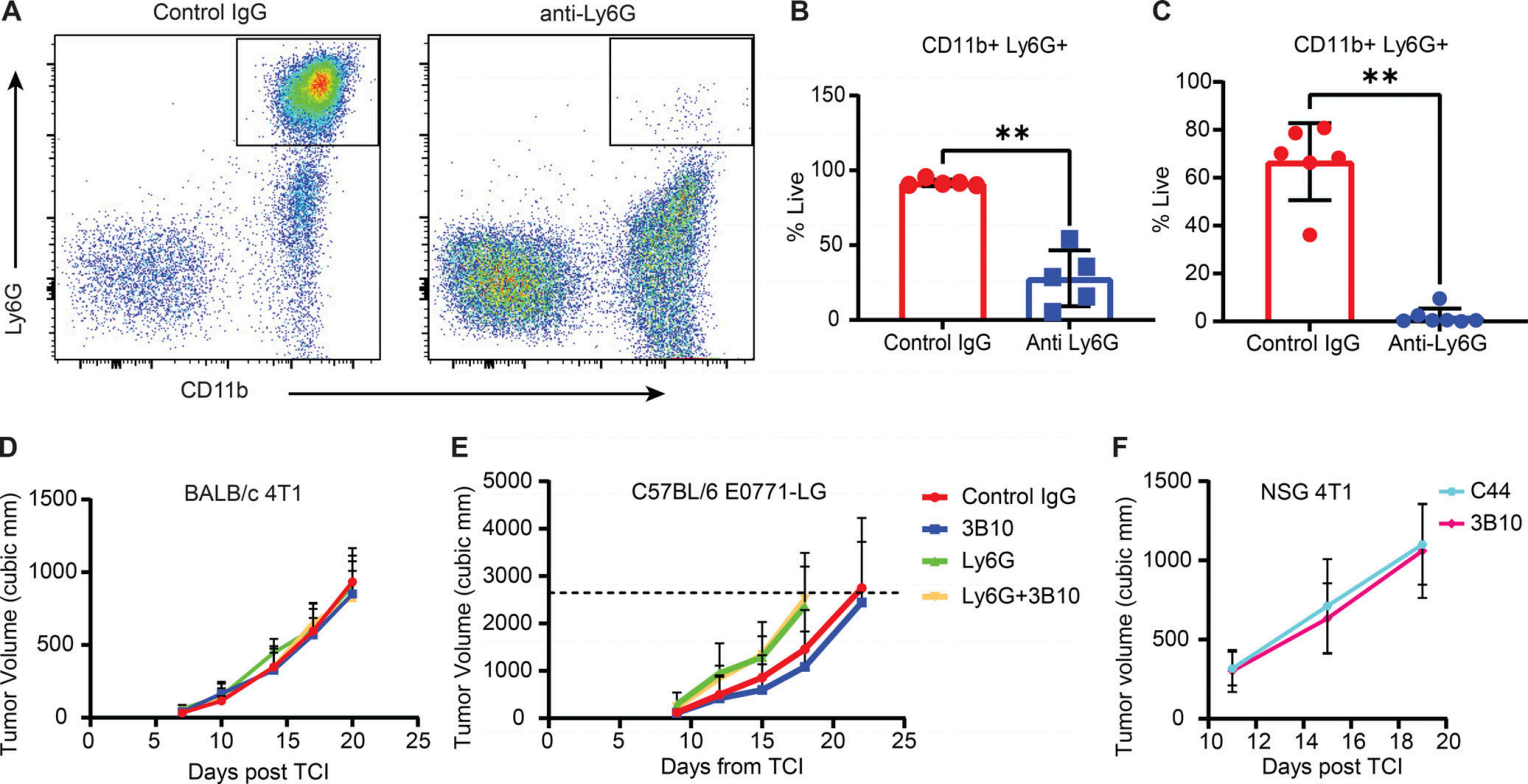
**Effects of PTN inhibition on tumor phenotype. (A)** Confirmation of Ly6G depletion by flow cytometry analysis of CD11b^+^ Ly6G^+^ cells in blood from mice bearing 4T1 (*n* = 5) and E0771-LG (*n* = 6–7) tumor at the end of study. **(B and C)** Quantification of A in 4T1 tumors (B) and E0771-LG tumors (C) respectively. Unpaired *t* test; **, P < 0.01. **(D)** Growth curve of orthotopically implanted 4T1 tumors in WT BALB/c mice treated with IgG control, 3B10, anti-Ly6G, or anti-Ly6G+3B10 (*n* = 8 mice each). **(E)** Growth curve of orthotopically implanted E0771-LG tumors in WT C57BL/6 mice treated with IgG control (*n* = 8), 3B10 (*n* = 10), anti-Ly6G (*n* = 9), or anti-Ly6G+3B10 (*n* = 9). **(F)** Growth curve of orthotopically implanted 4T1 tumors in NSG mice treated with C44 or 3B10 (*n* = 9 mice each).

### Blocking PTN reverts immune suppression and has an additive effect in the treatment of pre-existing metastases when combined with immune checkpoint blockade and chemotherapy

PTN blockade by 3B10 reduces lung metastasis in multiple models of metastatic breast cancer. Since PTN is enriched in the metastasis microenvironment (Fig. S2 E), we next focused on the changes happening locally in the metastatic lesion. For this, we selected lungs that had metastases from C44 and 3B10 treatment groups and performed multiplex IHC to evaluate the immune landscape. Interestingly, we found that the iNos to Arg1 ratio (Fig. 7, A and B) was higher in the lungs of 3B10 treated mice. Additionally, 3B10 treatment was associated with a higher number of cytotoxic T cells (Fig. 7, A and C; CD3^+^ CD8^+^ cells) and granzyme B^+^ CD8^+^ T cells (Fig. 7, A and D), suggesting an active local antitumor immune response. To determine if the antimetastatic effect of 3B10 was dependent on the adaptive immune system, we implanted 4T1 cells orthotopically in NSG mice and treated with C44 or 3B10. In this setting, 3B10 did not reduce 4T1 lung metastasis (Fig. 7, E and F; and Fig. S5 F). These results suggest that PTN production by cancer cells is critical in maintaining a local immune suppressive metastatic niche to prevent T cell–mediated tumor cell killing.

**Figure 7.**
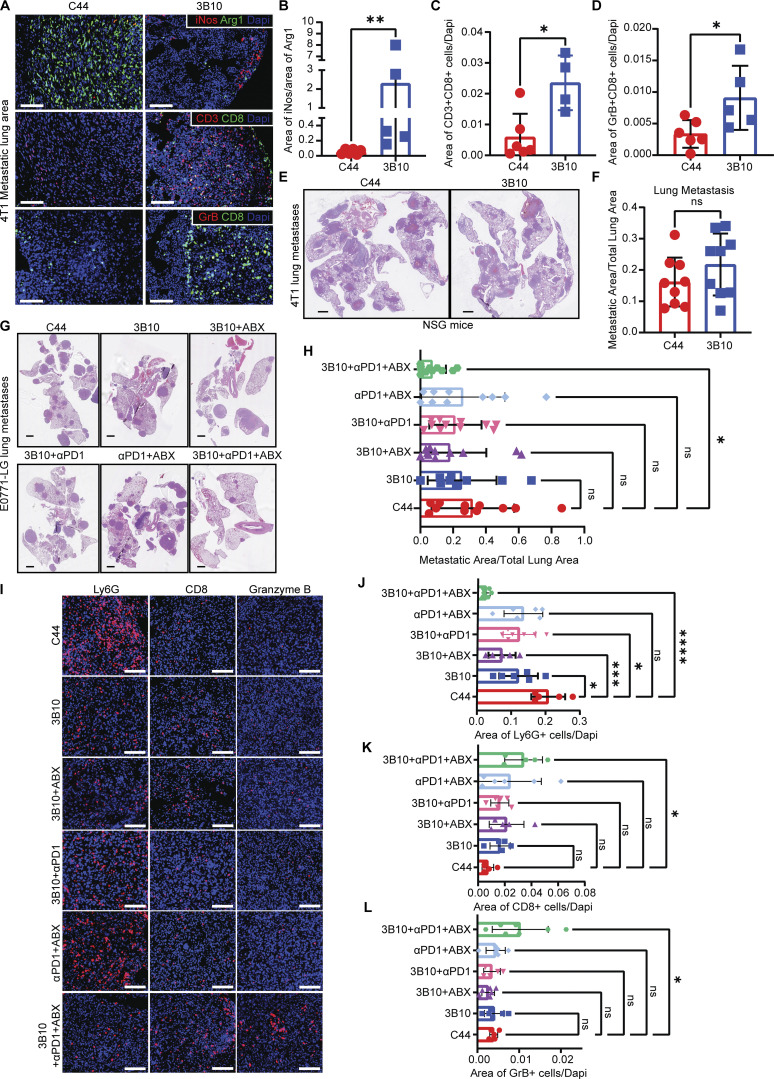
**Inhibition of PTN reverts immune suppression and enhances the effectiveness of immune checkpoint blockade and chemotherapy. (A)** 4T1 metastatic lungs from mice treated with C44 or 3B10 were stained for proinflammatory marker (iNos, red), immunosuppressive marker (Arg1, green), and cytotoxic T cell markers CD3 (red), CD8 (green), and granzyme B (GrB) by IF (*n* = 4–6). Representative images of IF staining of metastatic lesions in 4T1 lungs are shown at 10× magnification. Scale bar, 100 μm. **(B–D)** Quantification of A. Unpaired *t* test; *, P < 0.05; **, P < 0.01. **(E)** Representative H&E images of lung metastases in NSG mice bearing 4T1 tumors. Scale bar, 1 mm. NSG mice were treated with either isotype control C44 (IgG) or 3B10 (*n* = 9 mice each). **(F)** Quantification of M in terms of metastatic area/total lung area. Unpaired *t* test; ns > 0.05. (**G)** Representative H&E images of metastatic lungs from experimental metastasis study using E0771-LG cells in WT C57BL/6 mice that were treated with C44 (*n* = 11), 3B10 (*n* = 9), 3B10+Abraxane (*n* = 11), 3B10+anti-PD-1 (*n* = 11), anti-PD-1+Abraxane (*n* = 10), or 3B10+anti-PD-1+Abraxane (*n* = 11). Scale bar, 1 mm. Treatment started on day 7 after tumor cell injection. **(H)** Quantification of O in terms of gross metastasis. One-way ANOVA test; *, P < 0.05. **(I)** Metastatic lungs from G were stained for neutrophils (Ly6G^+^), CD8 cells, and granzyme B^+^ cells (*n* = 5–7). Representative images of IF staining of metastatic lesions in E0771-LG lungs are shown at 20× magnification. Scale bar, 100 μm. (**J–L)** Quantification of I. One-way ANOVA test; ****, P < 0.0001; ***, P < 0.001; **, P < 0.01; *, P < 0.05.

Pembrolizumab in combination with chemotherapy was recently approved by the Food and Drug Administration for the treatment of metastatic TNBC (https://www.fda.gov/). Given the change in the immune landscape of metastatic lesions after PTN blockade, we speculated that 3B10 combined with immune checkpoint blockade and chemotherapy might show therapeutic efficacy in reducing metastatic lesions. To mimic metastatic TNBC, we injected C57BL/6 female mice with E0771-LG cells via the tail vein and waited for 7 d by which time micrometastases are formed in the lungs (Kitamura et al., 2019). Therapy with IgG control antibody (C44), 3B10, 3B10 plus Abraxane, 3B10 plus anti–PD-1, anti–PD-1 plus Abraxane, or 3B10 in combination with anti–PD-1 and Abraxane was initiated on day 7 after tumor cell injection. Only mice treated with the triple combination therapy of 3B10, anti–PD-1, and Abraxane had significantly reduced lung metastastic burden (Fig. 7, G and H). Additionally, triple therapy was more effective than 3B10 alone or 3B10 plus Abraxane or 3B10 plus anti–PD-1 (Fig. 7, G and H). Additionally, there were significantly lower neutrophils (Ly6G^+^ cells; Fig. 7, I and J), increased CD8^+^ cells (Fig. 7, I and K), and granzyme B^+^ cells (Fig. 7, I and L) in the lungs of mice treated with triple combination therapy. These data support that blocking PTN might be clinically promising when combined with immune checkpoint blockade and chemotherapy for the treatment of metastatic breast cancer.

## Discussion

Overall, our results, for the first time, present a comprehensive in vivo functional analysis of PTN (Fig. 8) in breast cancer. PTN in the metastatic microenvironment activates the NF-κB pathway in cancer cells, leading to increased cytokine production including CXCL5, which results in elevated neutrophil recruitment and contributes to immune suppression. Blocking PTN pharmacologically or genetically reduced metastasis by reverting immune suppression created by neutrophils. This leads to increased activation of CD8 T cells locally at the metastatic niche. Combining anti-PTN with anti–PD-1 and Abraxane further reduces lung metastasis, thus presenting a promising addition to the current regimen for treating metastatic TNBC.

**Figure 8.**
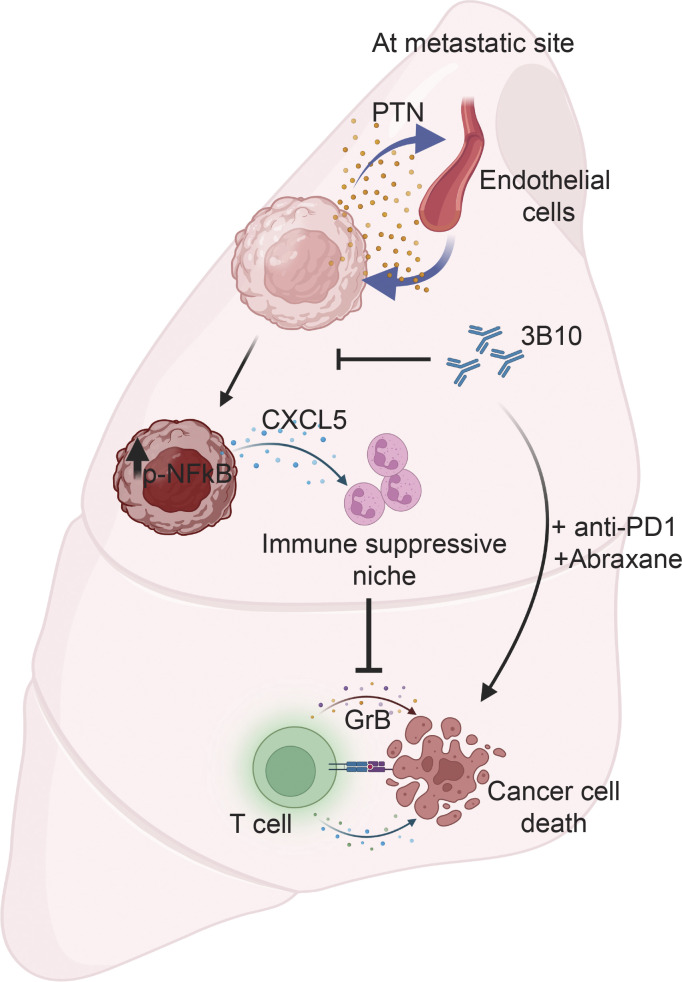
**PTN drives a prometastatic immune niche.** Briefly, the TME of metastatic breast cancer is enriched in the cancer cell and endothelial cell–derived PTN. PTN promotes an inflamed TME driven by NF-κB signaling in cancer cells. PTN-high tumors and lung metastases are rich in immunosuppressive neutrophils that cause T cell dysfunction. Inhibition of PTN reverts immune-suppressive TME thereby increasing the efficacy of checkpoint blockade and chemotherapy in treating pre-existing metastases in mice.

PTN abundance and function in the CNS has naturally resulted in it being studied in the context of brain tumors. PTN signaling helps maintain glioblastoma stem cells (Shi et al., 2017) and facilitates glioma cell invasion (Qin et al., 2017). Consequently, RNA expression profiling of normal and tumor tissues in the CNS shows PTN to be consistently expressed at higher levels in glioblastoma (Wang, 2020). PTN expression in other cancers, specifically breast cancer, has provided mixed results (Garver et al., 1994; Giamanco et al., 2017), with data from TCGA showing lower RNA expression of PTN in breast cancer compared with normal tissue (Wang, 2020). However, a previous clinical study on an Asian cohort of patients showed PTN protein expression to be elevated in breast cancer patients (Ma et al., 2017). This is consistent with our results. Our samples included patients from different stages, subtypes, age, and racial background, and represent the largest investigation of PTN in human breast cancer samples to date. A discrepancy between RNA and protein expression levels was also true for a recent study of a PTN family member, MDK, in melanoma (Cerezo-Wallis et al., 2020), thus, highlighting the need to evaluate protein levels for these small growth factors. Notably, even though in our study there were no significant differences in PTN plasma levels between stage IV, LN^+^, and LN^−^ patients, we saw a significant correlation between high PTN expression with metastasis and poor survival. This suggests that regardless of stage, PTN can predict aggressive disease.

When studied in the context of breast cancer, PTN has been reported to be a cancer cell–derived factor only (Wellstein et al., 1992). While cancer cells are the major source of PTN in the TME, we found that multiple stromal cells including endothelial cells also contribute to PTN expression. Though initially studied as a pro-angiogenic factor, 3B10 fails to alter primary tumor growth or microvessel density (data not shown) in TNBC orthotopic mouse models. Instead, we report for the first time, PTN to be a “metastasis-associated factor” in mouse and human breast cancer. Interestingly, in mouse lung metastasis models, PTN expression is enriched at the metastatic niche with little or no expression in surrounding normal lungs. This highlights that metastatic colonies create a local niche to facilitate tumor cell survival (Celià-Terrassa and Kang, 2016). It will be important to investigate what controls local PTN expression. A possibility is that PTN expression is induced as part of an essential adaptation process triggered in cancer cells when they colonize a new site. Aligned with this notion, we report that PTN is essential in forming robust metastasis as blocking it reduces metastatic outgrowth in multiple mouse models of breast cancer. It is intriguing that the absence of PTN slows spontaneous primary tumor growth in *Ptn-null* mice but fails to affect primary tumor growth when 3B10 treatment is initiated once tumors are established. This suggests that PTN might also contribute to early tumor development. This hypothesis is consistent with a previous report of PTN overexpressing *MMTV-PyMT-Ptn* tumors, showing rapid tumor progression compared with *MMTV-PyMT* WT tumors (Chang et al., 2007). Potentially, PTN-related adaptations that occur in cancer cells during early tumor development may be conserved during metastatic colonization events (Nobre et al., 2022). Alternatively, PTN-expressing cancer cells may be better equipped to survive the insults of the metastatic cascade. Consistent with these hypotheses, experimental metastasis assays in the presence of 3B10 reduce metastasis.

Though expressed during injury and in several autoimmune diseases (Sorrelle et al., 2017), PTN function in immune regulation remains unexplored. Through our unbiased transcriptomic approach, we show that blocking or depleting PTN consistently resulted in decreased inflammation. We propose that this is mediated in part by the inhibition of PTN-mediated activation of NF-κB pathway in cancer cells. Previously it was reported that PTN-driven NF-κB activation helps MDA-MB-231 cells escape doxorubicin-induced cell cycle arrest through the expression of CDKN1A (Huang et al., 2018). This was mediated through PTN binding to RPTPβ/ζ and inhibiting its phosphatase activity. Consistently, we found enrichment of RPTPβ/ζ in the metastatic niche, suggesting NF-κB activation could be occurring through this pathway. Given that PTN is promiscuous in its binding to cell surface receptors (Sorrelle et al., 2017), delineating PTN function through each of its receptors presents a challenge in the field. However, our results implicate NF-κB to be a downstream effector of PTN-driven immune regulation. We think that the effect of PTN on neutrophil recruitment is indirect as we were not able to see a phenotypic change in neutrophils in vitro upon direct PTN stimulation (data not shown). Although, given the known function of PTN in maintaining hematopoietic stem cells (Himburg et al., 2012, 2018), it would be interesting to investigate if PTN can bias hematopoietic stem cell differentiation toward the myeloid lineage. Thus far, our data indicate that PTN-stimulated NF-κB activation causes cytokine expression especially CXCL5 in cancer cells, which leads to neutrophil recruitment. It is noteworthy that by inhibiting PTN, the metastatic niche shifted to a proinflammatory local microenvironment with high iNos to Arg1 ratio, increased CD8 T cell infiltration, and increased presence of active effector granzyme B^+^ CD8 cells. Consequently, blocking PTN in combination with anti–PD-1 therapy and Abraxane in mice with established TNBC metastatic disease had a significant therapeutic benefit, especially compared with anti–PD-1 plus Abraxane alone, which is currently being used to treat metastatic TNBC patients. Similar to our findings, PTN family member MDK (Cerezo-Wallis et al., 2020) was associated with immune checkpoint blockade unresponsive melanoma. In that study, MDK promoted immune suppression through NF-κB–driven Arg1 expression in macrophages that mediated T cell dysfunction. These data along with ours present the intriguing concept of blocking PTN and MDK to enhance the efficacy of immune checkpoint blockade.

In summary, our study identifies PTN as a metastasis-associated factor that can facilitate local immune suppression favoring cancer cell colonization at secondary sites and therefore presents a novel therapeutic target in the treatment of metastatic TNBC.

## Materials and methods

### Cells

Murine TNBC cell line, 4T1 (CRL-2539), and immortalized human embryonic kidney cell line, HEK293T (CRL-3216), were obtained from ATCC. MMTV-PyMT (FVB/N) mammary adenocarcinoma-derived cell line, Met-1 (Borowsky et al., 2005), was kindly provided by Dr. Philip Thorpe (UT Southwestern Medical Center, Dallas, TX, USA). Syngeneic murine TNBC (Johnstone et al., 2015) cell line, E0771 (CRL-3461) and E0771-LG (Kitamura et al., 2019), were gifts from Dr. Thorpe (UT Southwestern Medical Center, Dallas, TX, USA) and Dr. Jeffrey Pollard (University of Edinburgh, Edinburgh, UK), respectively. Cells, PyMT and PyMT-LG, were derived from mammary adenocarcinoma and metastatic lungs of a 13-wk-old MMTV-PyMT FVB/N female mice, respectively. For this, tumors and lungs were digested with a cocktail containing collagenase I (45 µm/ml; Worthington), collagenase II (15 µm/ml; Worthington), collagenase III (45 µm/ml; Worthington), collagenase IV (45 µm/ml; Worthington), elastase (0.075 µm/ml; Worthington), hyaluronidase (30 µm/ml; MilliporeSigma), and DNase type I (25 µm/ml; MilliporeSigma) for 1 h at 37°C and passed through a 100-μm cell strainer (Falcon). PyMT and PyMT-LG cells were passaged at least 10 times before use. Mouse hybridoma producing mAb 3B10 (patent no. US 2014/0294845A1) specific for PTN was grown and the supernatant was used to purify 3B10 through standard protein A chromatography. All the above-mentioned cells were cultured in DMEM (Invitrogen) containing 10% FBS and 1% vol/vol penicillin/streptomycin (Thermo Fisher Scientific) at 37°C in a humidified incubator with 5% CO_2_. Cells were confirmed to be free of pathogen before use.

### Animal studies

*MMTV-PyMT* FVB/N, FVB/N, NSG, BALB/c, and C57BL/6 mice were purchased from The Jackson Laboratory. NSG breeder pairs were bred in-house at UT Southwestern. *Ptn-null* C57BL/6 (Muramatsu et al., 2006) mice colony was provided by Dr. John Chute (Cedars Sinai Medical Center, Los Angeles, CA, USA). *Ptn-null* C57BL/6 mice were crossed with WT FVB/N mice to generate *Ptn-null* mice in the FVB/N background. These were further crossed with *MMTV-PyMT* FVB/N males to develop *MMTV-PyMT* *Ptn-null* FVB/N mice. Newly generated mouse colonies were bred for six generations at minimum before use. For in vivo tumor studies, mouse breast cancer cells, 4T1 (1 × 10^5^), E0771 (5 × 10^5^), E0771-LG (5 × 10^5^), and Met-1 (5 × 10^5^) were injected orthotopically into the fourth mammary fat pad of 8-wk-old female BALB/c, C57BL/6, or FVB/N mice. Tumors were measured twice weekly and tumor volumes were calculated using the formula: *V* = (*a* × *b*^2^)/2, where *a* is the length and *b* is the width. Treatments started when tumors were palpable (∼50 mm^3^). Mice were euthanized when tumor volume from the control group reached 2,000 mm^3^. For the survival study in *MMTV-PyMT* background, mice were euthanized when tumors reached a maximum allowable limit. In the 4T1 resection study, mice were given two doses of C44 or 3B10 before resecting tumors (∼250 mm^3^) on day 13. Thereafter, mice were dosed twice weekly and survival was followed. Mice that had primary tumor recurrence were discarded from the study. For experimental metastasis assay, E0771-LG (5 × 10^5^) cells were injected via the tail vein and mice were euthanized on day 19. The endpoint of the experimental metastasis assay was selected based on pilot studies (data not shown). For *MMTV-PyMT* therapy experiments, treatment started at 8 wk of age. For all in vivo studies, mice were randomized into different treatment groups (refer to the figure legend of each figure for the exact therapy window and treatment groups). Treatment dosage consisted of mouse IgG control C44 (15 mg/kg, CRL-1943, twice per week), 3B10 (15 mg/kg, twice per week), anti–PD-1 (5 mg/kg, #BE0273; BioXCell, twice per week), Abraxane (25 mg/kg, #68817-134-50; Celgene, twice per week), anti-rat IgG control (10 mg/kg, #BP0089; BioXCell, every 3 d), and anti-Ly6G (10 mg/kg, BP0075-1; BioXCell, every 3 d). For endpoint experiments, all mice were sacrificed at the same time. Tumors and lungs were weighed and gross metastasis to the lungs was counted. Tissues were fixed in 10% formalin for 48 h or snap-frozen in liquid nitrogen for further studies or digested into single-cell suspension for flow cytometry. All animals were housed in a pathogen-free facility with 24-h access to food and water ad libitum.

All animal procedures in this study were approved by and in compliance with the institutional animal care and use committee policies at UT Southwestern Medical Center at Dallas.

### Clinical sample procurement and inclusion criteria

Lymph node and tumor formalin-fixed paraffin-embedded (FFPE) sections as well as blood plasma from breast cancer patients were obtained from UT Southwestern tissue management shared resources. Three cohorts of patient samples were included in this study: stage IV, LN^+^, and LN^−^ patients. The inclusion criteria for cohort selection were patients with stage IV disease, patients with lymph node metastases of at least 2 mm or larger, and patients with microscopically negative lymph node metastasis, respectively. Case details including overall survival, time of diagnosis, cancer subtype, etc., were also obtained for each patient.

All patient samples and patient information were obtained with voluntary consent from UT Southwestern Tissue Management Shared Resources under an Institutional Review Board protocol approved by the UT Southwestern Institutional Review Board.

### ELISA and cytokine array

Patient blood samples were collected in EDTA tubes. Plasma samples were procured from UT Southwestern tissue management shared resources. These plasma samples were diluted at least 2× or more (as required) and then were used to detect PTN by ELISA using commercial human PTN ELISA kits (EH370RB; Thermo Fisher Scientific). CXCL5 ELISA from tumor lysates was performed using a commercial kit (MX000; R&D Systems) by following their instructions manual.

Mouse cytokine antibody array (abcam, ab133994; RayBiotech, C3AAM-CYT-3-2) was used to detect cytokines from mouse PyMT-derived tumor (Met-1) and 4T1 lung lysates, respectively.

### Survival curve generation

Patients were segregated into PTN-high or PTN-low groups based on plasma PTN concentration. PTN concentrations above the detectable level, 1 ng/ml, were considered PTN high while those lower were considered PTN low. Overall survival data, obtained from UT Southwestern tissue management shared resources, were plotted for PTN high versus PTN low cohort of patients in Graphpad Prism9. Log-rank (Mantel–Cox) test was used to determine significance and hazard ratio. Kaplan–Meier plot for overall survival of stage IV and LN^+^ breast cancer patients based on PTN RNA expression were generated from https://kmplot.com/analysis/.

### IHC

IHC was performed as described (Sorrelle et al., 2019). Briefly, slides were warmed in a 60°C oven for 10 min before deparaffinization and rehydration. Slides were fixed in 10% neutral buffered formalin for 30 min followed by a PBS wash. Antigen retrieval was performed in antigen retrieval buffer (10 mM Tris-HCl, 1 mM EDTA with 10% glycerol) at 110°C for 18 min (∼4–5ψ). Tissue sections were blocked with 2.5% horse serum (S-2012-50; Vector Laboratories) or 2.5% goat serum (S-1012-50; Vector Laboratories) followed by overnight incubation with primary antibody. The next day, slides were washed and incubated with HRP-conjugated secondary antibody for 30 min on a shaker. Slides were then washed three times for 5 min in PBST before developing signal. For developing chromogen signal, Bentazoid 3, 3′ diaminobenzidine (DAB; BDB2004L) was used. Slides were counterstained with hematoxylin and then coverslipped using VectaMount (H-5501; Vector Laboratories) and scanned at 20× using the Hamamatsu NanoZoomer 2.0-HT. For developing fluorescence signal, opal substrates (SKUFP1488001KT, SKU FP1487001KT, SKUFP1497001KT; Akoya Biosciences) were used. When performing multiplex IHC, slides were stripped off of antibodies by incubating in 10 mM citrate buffer (pH 6.2, 10% glycerol) in a pressure cooker at 110°C for 2 min. Sequential staining was performed by stripping after every round of staining before probing for the next antibody. Slides were counterstained with DAPI and then coverslipped using Prolong Gold (#P36931; Life Technologies). Slides were scanned at 40× using the Zeiss Axioscan.Z1 in Whole Brain Microscopy Facility of UT Southwestern.

### Scoring of clinical slides by pathologist

Patient tumor tissues stained for PTN by IHC were scored by a pathologist (Y.V. Fang). Briefly, PTN expression was evaluated by the proportion and intensity of the stained cells. The percentage of the stained tumor cells was categorized as follows: 0 (<5%), 1 (5–25%), 2 (26–50%), 3 (51–75%), and 4 (>75%). The cytoplasmic staining intensity was classified as: 0 (negative), 1 (weak, defined as barely discernable at 4×, visible at 10×), 2 (moderate, defined as visible at 4×), and 3 (strong, dark brown obvious at 4×). The final score was obtained by multiplication of the percentage of stained cells and staining intensity to obtain a total score ranging from 0 to 12. Score of < 8 was considered PTN low while the rest was considered PTN high.

### Antibodies and reagents

For IHC, the following primary antibodies were used: anti-human PTN (1:200, AF252-PB; R&D Systems), anti-PanCK, (1:500, NBP2-29429; Novus Biologicals); anti-human CD31 (1:500, 14-0319-82; Invitrogen), anti-PyMT (1:200, sc53481; Santa Cruz), anti-mouse CD31 (1:500, 77699S; Cell Signaling), anti-podoplanin (1:200, AB11936; abcam), anti-CD45 (1:500, 70257; Cell Signaling), anti-mouse Ly6G (1:200, 551459; BD Biosciences), anti-mouse S100A9 (1:500, 73425; Cell Signaling), anti-CD3e (1:500, PA1-29547; Thermo Fisher Scientific), anti-mouse CD8 (1:1000, 98941S; Cell Signaling), anti-iNos (1:200, PA1-21054; Thermo Fisher Scientific), anti-Arg1 (1:500, 93668S; Cell Signaling), and anti-granzyme B (1:500, 46890S; Cell Signaling). Secondary antibodies used for IHC included: HRP-conjugated secondary anti-goat antibody (MP-7405-50; ImmPRESS; Vector Laboratories), anti-rabbit antibody (MP-7451; ImmPRESS; Vector Laboratories), anti-rat antibody (MP-7404-50; ImmPRESS; Vector Laboratories), or HRP anti-syrian hamster antibody (1:500, 107-035-142; Jackson ImmunoResearch).

For immunoblotting, the following primary antibodies were used: anti-PTN (1:1,000, AF252-PB; R&D Systems), anti-p65 (1:1,000, 8242; Cell Signaling), anti-p-p65 (1:1,000, 3033S; Cell Signaling), anti-actin (1:2,500, A2066; Sigma-Aldrich), anti-p65, anti-p-IκB*α* (1:1,000, 9246; Cell Signaling), and anti–p-IKK*α*/β (1:1,000, 2697S; Cell Signaling). Anti-goat HRP (1:10,000, HRP 705-035-147; Jackson ImmunoResearch) and anti-rabbit HRP (1:10,000, 711-035-152; Jackson ImmunoResearch) were used as secondary antibodies corresponding to the host of primary. Recombinant mouse PTN (6580-PL) was used for in vitro cancer cell stimulation experiments.

### Quantification of IHC

Quantification of IHC was done using Fiji software. DAB intensity was quantified as previously described Nguyen et al. (2013). Briefly, representative images were taken from each section. Each image was color deconvoluted into DAB and hematoxylin. Five random areas were selected to measure the mean gray value. The average mean gray value (f) was obtained, and intensity was calculated using the formula: intensity = 250 − f. To calculate the positively stained area, the deconvoluted DAB image was taken as the threshold at the same intensity value for PTN staining, and the area of the threshold was measured. All calculated areas were normalized using hematoxylin. Quantification represents PTN-positive area/hematoxylin area. For fluorescent images, composite images were created. Single color and co-localized area were calculated by thresholding for each color. All area calculations were normalized to DAPI.

### scRNAseq data collection

Breast cancer patient scRNAseq data (BC-P1 CID4471) was accessed from Wu et al. (2021) using the following online portal: https://singlecell.broadinstitute.org/. Uniform Manifold Approximation and Projection (UMAPs) and violin plots of PTN expression were generated using BC-P1 CID4471 patient data from this study. Mouse *MMTV-PyMT* mammary tumor scRNAseq data was accessed from a previous study (Valdés-Mora et al., 2021). UMAPs and violin plot of PTN expression were generated from MMTV PyMT/WT data set.

### Dual IHC and FISH

FISH on FFPE tissue or fixed cultured cells was performed following the instructions in RNAscope kit (323110; Advanced Cell Diagnostics). PTN (451181), RPTPβ/ζ or PTPRZ1 (460991), positive control (313911), and negative control (310043) probes were purchased from Advanced Cell Diagnostics. When performing dual FISH and IF, following FISH, an HRP blocker (provided in the kit) was used to block further HRP activity. From here on, slides were stained by IHC as detailed in the IHC method section above. For the stripping process, slides were incubated in 10 mM citrate buffer (pH 6.2, 10% glycerol) in a pressure cooker at 110°C for 2 min before probing with the next primary antibody. Slides were counterstained with DAPI and then coverslipped using Prolong Gold (#P36931; Life Technologies). Slides were scanned at 40× using the Zeiss Axioscan.Z1 in Whole Brain Microscopy Facility of UT Southwestern. FISH on fixed cells were scanned at 40× using a laser scanning confocal microscope Zeiss LSM780 at Live Cell Imaging core of UT Southwestern.

### Transfection and knockdown

HEK293T cells were transfected with Lipofectamine 2000 reagent (11668027; Thermo Fisher Scientific) at 70% confluency. The shRNA construct used was PTN KD (TRCN0000071677; Sigma-Aldrich). For a negative control, pLKO.1-puro carrying a sequence targeting EGFP (Sigma-Aldrich) was used. E0771 and E0771-LG target cells were infected with the virus thrice before selection under 3 μg/ml of puromycin. Cells were maintained in puromycin for 6 wk before use.

### Immunoblotting

Cells were lysed in ice-cold radioimmunoprecipitation buffer (50 mM Tris–HCl, pH 8.0, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, and 1% Nonidet P-40) for SDS–PAGE. Protein concentration was determined using a BCA Protein Assay Kit (23225; Thermo Fisher Scientific). Samples were boiled for 5 min in Laemmli sample buffer. The proteins were then resolved by SDS–PAGE, transferred to nitrocellulose membranes, and blocked in WestVision (SP-7000-500) block. Membranes were incubated with a primary antibody overnight. The next day, membranes were washed thrice for 5 min with Tris-buffered saline Tween-20 and incubated with horseradish peroxidase-conjugated secondary antibody (Jackson ImmunoResearch Laboratories) for 1 h. Excess secondary antibody was thoroughly removed by washing 3 × 10 min with Tris-buffered saline Tween-20. The membranes were developed with SuperSignal West Pico substrate (34580; Thermo Fisher Scientific). Licor Odyssey Fc imaging system was used for the detection of the immunoreactive bands.

### Flow cytometry

Lungs bearing metastasis were digested with a cocktail containing collagenase I (45 U/ml; Worthington), collagenase II (15 U/ml; Worthington), collagenase III (45 U/ml; Worthington), collagenase IV (45 U/ml; Worthington), elastase (0.075 U/ml; Worthington), hyaluronidase (30 U/ml; MilliporeSigma), and DNase type I (25 U/ml; MilliporeSigma) for 60 min at 37°C and passed through a 70-μm cell strainer (Falcon). Whole blood collected from tumor-bearing mice was spun at 2,000 rpm for 20 min at 4°C to collect the cell pellet. Cells from blood and lungs were washed with PBS and stained with Ghost Viability Dye 510 (BD Biosciences) for 15 min. Cells were then washed and stained with antibodies against CD11b (557657; BD Biosciences) and Ly-6G (740953; BD Biosciences) for 1 h at 4°C. Cells were analyzed using FACS LSRFortessa SORP (BD Biosciences) with the help of the Moody Foundation flow cytometry facility at UT Southwestern Medical Center. Analysis was performed using FlowJo software.

### Tissue histology

Tissues were fixed in 10% neutral buffered formalin for 48 h, embedded in paraffin blocks, and cut into 5-μm sections. H&E was performed and the slides were scanned using at 20× using Hamamatsu NanoZoomer 2.0-HT at Whole Brain Microscopy Facility of UT Southwestern. Lung H&Es were evaluated for metastasis. Metastasis was quantitated as the area of metastasis/total lung area. Areas were determined using NDPview software.

### RNA isolation and qPCR

RNA was isolated from cells and frozen tumor tissues in RLT buffer using the protocol provided in QIAGEN RNAeasy plus mini kit (#74034). RNA concentration and purity were measured using a NanoDrop spectrophotometer. cDNAs were synthesized from 1 μg of RNA using iScript cDNA synthesis kit (#1708891; Bio-Rad). 25 ng of total cDNA was used for qPCR with iTaq Universal SYBR Green Supermix (#172-5121; Bio-Rad). Samples were run in three technical replicates on a CFX96 real-time system (Bio-Rad). Assays consisted of three biological replicates. Primers used were as follow: msPTN (forward [fwd]: 5′-CTC​TGC​ACA​ATG​CTG​ACT​GTC-3′; reverse [rev]: 5′-CTT​TGA​CTC​CGC​TTG​AGG​CTT-3′), msCXCL5 (fwd: 5′-GCA​TTT​CTG​TTG​CTG​TTC​ACG​CTG-3′; rev: 5′-CCT​CCT​TCT​GGT​TTT​TCA​GTT​TAG​C-3′); msGAPDH (fwd: 5′-AGG​TCG​GTG​TGA​ACG​GAT​TTG-3′; and rev: 5′-TGT​AGA​CCA​TGT​AGT​TGA​GGT​CA-3′).

### mRNA sequencing and downstream analysis

Total RNA was isolated from tumors and cell lines from three biological replicates and shipped to Novogene Inc.. RNA integrity scores for samples were > 8. Sequencing was performed on an Illumina HiSeq 4000 sequencer (paired-end 150 nt) resulting in an average of 43 million reads, of which an average of 93% mapped to the mm10 reference genome. Fastq files were quality controlled with fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then aligned and assembled with the Hisat2/Stringtie pipeline (http://daehwankimlab.github.io/hisat2/; https://ccb.jhu.edu/software/stringtie/; Kim et al., 2019). Differential analysis was performed in R using Rsubread (https://bioconductor.org/packages/release/bioc/html/Rsubread.html; Liao et al., 2019) and edgeR https://bioconductor.org/packages/release/bioc/html/edgeR.html; Robinson et al., 2010). Statistical analysis was performed using the robust quasi-likelihood pipeline by edgeR. Metascape was used to perform Motif enrichment and TRRUST analysis on DEGs (Han et al., 2018). CIBERSORT analysis was performed at TIMER2.0 using the immune estimation feature. Heat map of neutrophil-associated genes was generated in GraphPad Prism.

### Statistics

All analyses were performed in GraphPad Prism 9. All mice used in this manuscript were females of similar age. All data is represented as mean ± SD. Two-tailed Student’s *t* test (paired or unpaired) and one-way ANOVA were used to compare two or more groups respectively. All experiments were performed in at least three biological replicates. A P value of <0.05 was considered significant.

### Online supplemental material

Fig. S1 validates elevated PTN expression in metastatic breast cancer cells and associates PTN expression with poor prognosis in breast cancer patients. Fig. S2 shows the expression of PTN in different cell types within human and mouse tumors. It also highlights PTN expression exclusively at the metastatic site in the lungs of tumor-bearing mice. Fig. S3 includes additional mouse validation experiments highlighting the benefit of PTN blockade in vivo. Fig. S4 provides supporting data for PTN knockdown validation as well as provides additional data on the in vitro effect of PTN on the NF-κB pathway in cancer cells. Fig. S5 validates Ly6G depletion in in vivo studies and provides a growth curve for in vivo experiments performed in Figs. 6 and 7.

## Supplementary Material

SourceData F5 contains original blots for Fig. 5. Click here for additional data file.

SourceData FS1 contains original blots for Fig. S1. Click here for additional data file.

SourceData FS4 contains original blots for Fig. S4. Click here for additional data file.

## Data Availability

All raw data generated in this manuscript have been deposited in Gene Expression Omnibus under accession no. GSE200431.

# Supplementary material for: Pleiotrophin drives a prometastatic immune niche in breast cancer
**Source:** J Exp Med. 2023 Feb 24;220(5):e20220610. doi: 10.1084/jem.20220610

## Source file: Supplemental Figure 4C

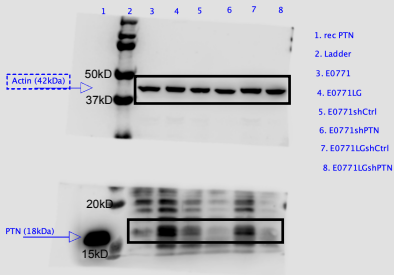

Source file: Supplemental Figure 4D

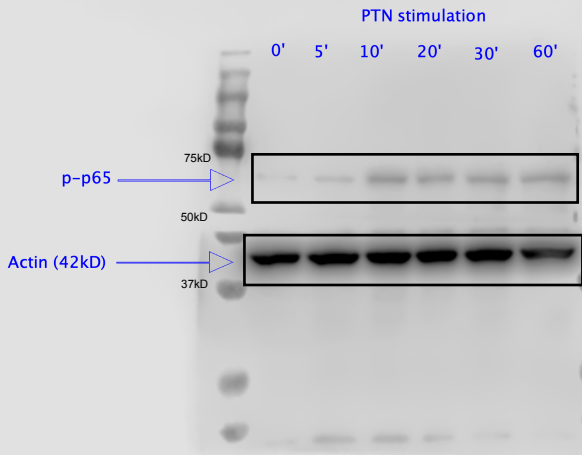

Source file: Supplemental Figure 4D

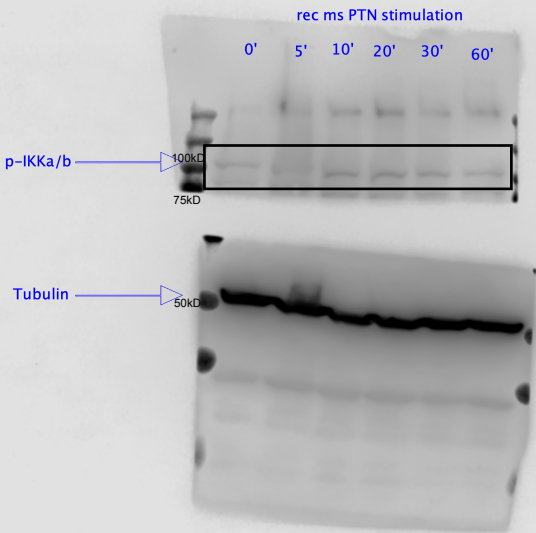

# Source file: Supplemental Figure 4D

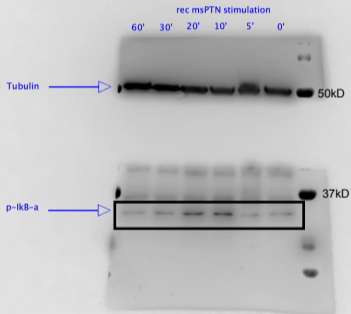

## Source file: Supplemental Figure 4D

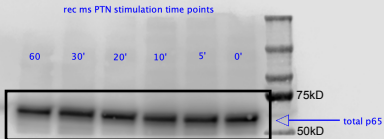

**Supplement:** SourceData FS4 — contains original blots for Fig. S4.

How the deposited data were processed for this re-analysis (not part of the article)

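RNA from 24 samples was analysed in 4 experiments of 3 control and 3 PTN-inhibited samples each: 4T1 and *MMTV-PyMT* tumors of mice treated with C44 or 3B10, and E0771 and E0771-LG cells with shCtrl or shPTN. The authors sequenced the RNA, aligned the reads to mm10 and assembled them with Hisat2 and Stringtie, and analysed them with Rsubread and edgeR. The authors deposited 1 table of log2 values for 12091 genes in the 24 samples, and the paper's text does not name the step that made these log2 values or the filter on genes. In the 18 samples other than the 4T1 tumors, the deposited log2 values had the steps of log2 CPM with an offset of 0.5 reads, and 100% of them came out as whole reads. The depth recovered in this way was between 15.63 and 21.12 M reads on genes per sample, with a median of 18.25 M. The 4T1 values had no such steps. Their difference from the E0771-LG values fell with log2 gene length, with a slope of −0.672, whereas the slope was 0.111 for *MMTV-PyMT* and 0.19 for E0771 values, so the 4T1 values were treated as normalized for gene length and their depth as unknown.

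The comparison planned for counts was the authors' edgeR pipeline, and that planned for CPM or FPKM was limma on log2 values with a pseudocount of 1. Because the values were already log2, they were used as deposited, and pseudocounts of 1 and 0.1 became alternatives. Each experiment was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust), over genes whose value off the log scale, above the lowest value of the sample, was at least 1 in at least 3 of the 6 samples. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the genes tested. Differences between experiments were interaction terms of fits over both experiments. In simulated data, 200 genes were changed by 2 log2 units up or down, with noise drawn for each gene independently. This test recovered 85.5% of them in 4T1, 86% in *MMTV-PyMT*, 98% in E0771 and 95% in E0771-LG samples. False calls were 2, 12, 4 and 4 in the same order. These shares do not apply to smaller changes or to genes that vary together.

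Lists of interferon, inflammatory and neutrophil genes were written by hand from general knowledge before the values were seen and tested with limma's camera, with an inter-gene correlation of 0.01. The adjustment over the 15 tests of these lists was added after their p-values were seen. A list of leukocyte genes was written after the other immune lists had been seen to fall in 4T1 tumors and before its own test. The mean of each list per sample was compared between groups by an exact two-sided permutation test, whose smallest p for 3 against 3 is 0.1. The Hallmark gene sets, the TRRUST target lists and the CIBERSORT signature were not used here. Neither were the samples of Fig. 1 B, which could not be matched to samples of the table.

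The genes named are those the paper names for Fig. 1 B, Fig. 5 B, Fig. 5 D and Fig. 6 A, together with Ptn, Mdk, Ptprz1, Nfkb1, Rela, Jun and Cxcl5, chemokine genes, at most 6 genes of each list, and in each experiment the 3 genes with the largest change in each direction. The last were taken among genes with an adjusted p under 0.05, a mean of at least 1 log2 CPM and no overlap between groups. Genes outside this rule are named as such, and some results for single genes are not reported here. Cxcl5, Cxcr2, Cxcl17 and Ccr7 were not analysed here.

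Replicate numbers 1 to 3 in the labels were the only pairing, and a block for the replicate number was fitted as an alternative. The other alternatives were filters on low values, a fit of all 24 samples together, eBayes that was not robust, the pseudocounts, stricter thresholds, median-of-ratios and quantile scaling, voom weights on the recovered reads, a correction for GC content and gene length with splines of 5 degrees of freedom, and leaving out each sample in turn. For the lists they were fry, camera with an estimated correlation, fgsea 1.28.0 and Reactome gene sets. The p-value of fry depends slightly on the order of the samples, which was fixed. Gene positions, lengths, GC content and 3′ UTRs were taken from GENCODE M21 on GRCm38, which held all 12091 genes and a 3′ UTR for 11656 of them. Plots and word counts in 3′ UTRs were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.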

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

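Of the tests given here, the counts of other splits for the numbers of genes past a threshold within each experiment were chosen only after the results were seen. The groups have 3 samples, too few for a test of single samples that stand apart. The results below differ between groups or lie in genes that the paper does not discuss.

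The effect of shPTN differed between E0771 and E0771-LG cells in 3602 of 10600 genes at an adjusted p under 0.05 (limma interaction term). In both lines 1028 of 10223 genes passed the threshold on their own, of which 485 were lower in both, 209 higher in both and 334 changed in opposite directions. Of 16 combinations of splits that part the same-numbered samples within each line, 1, the real one, gave as many genes, which is the smallest number this design can give. A fold change that falls with gene length in E0771-LG cells (Spearman correlation across genes −0.481) was weighed as an explanation. Single libraries deviated from the others of their group along gene length by a correlation of up to 0.376 in size in E0771-LG cells, and between −0.627 and 0.497 in E0771 cells, so length bias of libraries may contribute. After correction for GC content and gene length the difference still had 3234 genes, of which 2423 were among the 3602, and the lines had 2997 genes (E0771) and 3726 genes (E0771-LG) at an adjusted p under 0.05, so length does not account for the whole of it. Different populations of cells could also contribute. The spread of chromosome medians, after correction for GC content and gene length, was larger than in shuffled genes in both lines (permutation p = 1e-04, the smallest that 10000 shuffles can give). No difference in biology between the lines can be told apart from these.

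The change of the interferon genes differed between 4T1 tumors (mean −0.12, lower in 2 of 3 3B10 tumors) and *MMTV-PyMT* tumors (mean −0.51, 3 of 3), with a camera p of 1.18e-12 and an adjusted p of 5.92e-12. The change of the neutrophil genes differed with a camera p of 0.0487, and an adjusted p of 0.0608 that did not pass. Over the alternatives the p-values ranged from 2.56e-22 to 0.292 and from 2.97e-05 to 0.989. The 4T1 values alone are normalized for length, and model, mouse strain and antibody schedule differ between the experiments. Correction for GC content and gene length took the Spearman correlation of fold change with length in 4T1 tumors from −0.279 to −0.023. The interferon genes there then had a camera p of 0.0268, against 0.041 before, and their mean hardly moved. Length therefore does not seem to account for the small mean change of this list in 4T1 tumors. Among the splits that part the same-numbered tumors, 4 of 4 gave as small a p for the interferon genes in 4T1 tumors and 1 of 4, the real one, in *MMTV-PyMT* tumors. For neutrophil genes these were 1 of 4, the real one, and 2 of 4. A count of 1, the smallest possible, is not a share under 0.05. These splits were made within each model, and the differences between the models were not tested with them.

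Muscle genes were higher in 4T1 tumors with 3B10, by a mean log2 fold change of 2.86 over 9 genes (adjusted p = 1.78e-13 over 32 tests of marker lists). The 3B10 tumors lay between 1.47 and 3.69, all above the C44 tumors, and fry gave a p of 0.0149. Skeletal muscle in the tumor samples is a candidate explanation. The median pairwise correlation of these genes across the 6 tumors was 0.8, where a value over 0.8 had been set as the bar, so this test was not passed. Other sources of muscle transcripts were not tested. In the same tumors epithelial genes were higher by 0.719 over 9 genes (3 of 3 tumors, adjusted p = 7.64e-07). After correction for GC content and gene length the p was 1.15e-10 for the muscle genes and 3.21e-05 for the epithelial genes. In *MMTV-PyMT* tumors the muscle genes went the other way with 3B10, by −0.563 over 8 genes (adjusted p = 0.000102 by camera). There the groups overlapped, and fry gave a p of 0.258.

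In *MMTV-PyMT* tumors with 3B10, adipocyte genes were higher by 1.37 over 3 genes (adjusted p = 0.0187) and cell cycle genes by 0.296 over 25 genes (adjusted p = 5.28e-11), each in 3 of 3 tumors above every C44 tumor. In E0771shPTN cells, fibroblast genes were higher by 1.85 over 5 genes (adjusted p = 5.44e-07), cell cycle genes by 0.204 over 25 genes (adjusted p = 7.94e-05) and leukocyte genes by 0.88 over 11 genes (adjusted p = 2.02e-06), each in 3 of 3 samples. In E0771-LGshPTN cells, epithelial genes were higher by 1.68 over 3 genes (adjusted p = 0.0165) in 3 of 3 samples. Every inhibited sample above every control gives an exact permutation p of 0.1, the smallest for 3 against 3. Fry gave 0.0992 for the adipocyte genes and 0.0464 for the cell cycle genes in *MMTV-PyMT* tumors. After correction for GC content and gene length, the p-values of these 6 lists lay between 1.88e-12 and 0.00965. Apart from this, no technical or biological explanation was tested for these lists, which the paper does not discuss.

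In the cells, the number of genes with an adjusted p under 0.05 (2140 in E0771 and 4826 in E0771-LG) and the number higher in control at an unadjusted p under 0.05 (2037 and 2639) were each reached by 1 of 4 splits that part the same-numbered samples, the real one. The remaining 6 splits of each experiment part only 1 such pair, and 0 of them gave as many genes at an unadjusted p under 0.05, with 18 to 614 in E0771 and 16 to 558 in E0771-LG cells. In the tumors 0 genes had an adjusted p under 0.05 (719 and 307 at an unadjusted p under 0.05). Any split has at least 0 genes, so the 4 of 4 splits that reach this number in both models show nothing. The number higher in control was reached by 3 of 4 in 4T1 and 4 of 4 in *MMTV-PyMT* tumors. Between 33 and 2022 genes passed in the remaining splits of the 4T1 tumors and between 204 and 1147 in those of the *MMTV-PyMT* tumors. Genes whose groups do not overlap made up 11.3%, 8.34%, 39.4% and 57.1% in 4T1, *MMTV-PyMT*, E0771 and E0771-LG samples, where chance gives 10%. The 3B10 effect differed between the tumor models in 0 genes (320 at an unadjusted p under 0.05), and 0 genes were higher in control in all 4 experiments. The 16 of 16 combinations of splits and 100 of 100 drawn combinations with at least as many genes are likewise fixed by the count of 0, and nothing is drawn from them.

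For the lists in the cells, 2 of 4 splits gave as small a camera p for interferon genes in E0771 and in E0771-LG cells, and 2 of 4 for inflammatory genes in each line. The same holds for 2 of 4 splits for inflammatory genes in *MMTV-PyMT* tumors. In these lists, and in the interferon genes of 4T1 and the neutrophil genes of *MMTV-PyMT* tumors, camera with a fixed correlation gave as small a p to a grouping that ignores PTN. For inflammatory genes in 4T1 tumors only the real split of these 4 did so, 1 of 4. Of the remaining 6 splits of the 4T1 tumors, which part only 1 same-numbered pair, 1 gave a smaller p for the inflammatory genes (2.01e-21) and 1 for the neutrophil genes (1.95e-14), so these lists are no exception. In *MMTV-PyMT* tumors 0 of the remaining 6 splits did so for the interferon genes. Correction for GC content and gene length left p-values of 3.21e-07 for interferon and 8.44e-06 for inflammatory genes in E0771-LG cells, 8.41e-08 for inflammatory genes and 1.63e-13 for neutrophil genes in 4T1 tumors. In E0771-LG cells the means went from −0.80 to −0.916 and from −0.43 to −0.564, so length does not seem to account for these decreases. Fold changes in 4T1 tumors fell with length before the correction, and single 4T1 libraries deviated along it by a correlation of up to 0.581. The correction took the Spearman correlation of fold change with length in 4T1 tumors from −0.279 to −0.023. The means there went from −0.30 to −0.312 for inflammatory and from −0.62 to −0.67 for neutrophil genes. This argues against length as the source of these 2 decreases in 4T1 tumors.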

How the results depend on the processing

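The results, the tests and most alternatives were chosen before the data were examined. Median-of-ratios scaling, quantile normalization, voom weights and the correction for GC content and gene length, alone or with a block, were chosen after seeing the data. DESeq2's test and edgeR's RLE normalization were planned for deposited counts and were not run. Median-of-ratios scaling was applied to the log2 values, and the recovered reads were used only for a filter and for voom weights. The filter and voom weights on recovered reads were not run for 4T1 tumors. Leaving out 1 sample gave 264 values for 34 main results, of which 218 kept their direction and side of the threshold (or a count within 1.5 times), 12 became weaker, 8 stronger, 11 reversed and 15 moved. Of 487 values under the other alternatives, 429 stayed, 29 became weaker, 6 stronger, 7 reversed and 16 moved. For 54 single genes, 286 of 315 and 636 of 667 values stayed. Where a result changed, the cause was not tested.

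The lists depended most on how correlation between genes was treated. With the correlation estimated, camera gave p-values of 0.685, 0.0592, 0.317 and 0.466 for interferon genes and 0.107, 0.146, 0.233 and 0.392 for inflammatory genes in 4T1, *MMTV-PyMT*, E0771 and E0771-LG samples, 0.21 for neutrophil genes in *MMTV-PyMT* tumors, and 0.124 and 0.326 for the differences between the tumor models in interferon and neutrophil genes. With fry the p-values were 0.774, 0.168, 0.0692 and 0.147 for interferon genes, 0.148 and 0.432 for inflammatory genes in 4T1 and *MMTV-PyMT* tumors, 0.632 for neutrophil genes in *MMTV-PyMT* tumors, and 0.292, 0.932 (reversed) and 0.361 for the differences between the tumor models in interferon, inflammatory and neutrophil genes. With Reactome gene sets they were 0.0518 for interferon genes in E0771-LG cells, 0.165 for cytokine genes in E0771 cells, and 0.0613 and 0.912, both reversed, for the differences in cytokine genes between the lines and between the models. With fgsea the difference in inflammatory genes between the lines was reversed (0.794). The neutrophil genes in 4T1 tumors had a p under 0.05 in 21 of 21 alternatives, none of which allowed for tissue composition.

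In a fit of all 24 samples together, 6 genes had an adjusted p under 0.05 in 4T1 tumors, 912 in E0771 cells, 2368 for the difference between the lines and 1 for that between the models. Genes higher in control were 216 in 4T1 and 242 in *MMTV-PyMT* tumors, with 1 in all 4 experiments. In the opposite direction there were 480 in 4T1 and 483 in *MMTV-PyMT* tumors. Chemokine genes past the threshold were 1 in E0771 and 2 in E0771-LG cells. The p-values were 0.0584 for interferon genes in 4T1 tumors, 0.131 for neutrophil genes in *MMTV-PyMT* tumors, and 0.021 and 0.114 for the differences in interferon genes between the lines and neutrophil genes between the models. At an unadjusted p under 0.01, genes higher in control were 85 in 4T1 tumors (355 at 0.05), 21 in *MMTV-PyMT* tumors (134) and 1206 in E0771 cells (2037). With an absolute log2 fold change of at least 1 besides the adjusted p, 339 genes passed in E0771 (2140 without it) and 808 in E0771-LG cells (4826). Without a filter, the interferon difference between the lines had a p of 0.0263. With a pseudocount of 1, the inflammatory difference between the models reversed (0.482).

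With median-of-ratios scaling, p was 0.0611 for interferon genes in 4T1 and 0.0755 for neutrophil genes in *MMTV-PyMT* tumors, and Jun in *MMTV-PyMT* (−0.0417) and Nfkb1 in 4T1 tumors (−0.00266) reversed. With quantile normalization, p was 0.0719 for neutrophil genes in *MMTV-PyMT* tumors, 0.0195 for the interferon difference between the lines and 0.472, reversed, for the inflammatory difference between the models. Jun (−0.00823) and S100a9 (0.00591) in *MMTV-PyMT* and Nfkb1 in 4T1 tumors (−0.0245) also reversed. With the correction for GC content and gene length, the interferon difference between the lines had a p of 0.0242 and Jun in *MMTV-PyMT* tumors was −0.0319. Lower genes made up 43.6% of those with an unadjusted p under 0.05 in *MMTV-PyMT* tumors, against 64.2% with median-of-ratios scaling and 55.7% with quantile normalization. For E0771-LGshCtrl against E0771shCtrl the share was 64.1%, against 50.1%, 48.8% and, with the correction for GC content and length, 45.8%.

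With the replicate number as a block, the difference in interferon genes between the lines had a p of 0.0325. In the tumors same-numbered samples are different animals, and their deviations correlated by −0.048 in 4T1 and 0.1 in *MMTV-PyMT* tumors. There the block gave 0 genes at an adjusted p under 0.05 (606 and 350 at an unadjusted p under 0.05), 347 and 182 genes higher in control, and p-values of 0.00978 and 3.04e-33 for interferon, 1.57e-09 and 9.53e-07 for inflammatory, and 1.2e-14 and 0.0378 for neutrophil genes. In the cells 2095 of the 2140 genes in E0771 and 4721 of the 4826 in E0771-LG were shared with the fit with the block. Together with the correction for GC content and length, the block gave 235 genes higher in control in *MMTV-PyMT* tumors, 9 chemokine genes in E0771-LG cells, 0.071 for neutrophil genes in *MMTV-PyMT* tumors, 0.0103 for the interferon difference between the lines, 0.926, reversed, for the inflammatory difference between the models, and −0.0319 for Jun in *MMTV-PyMT* tumors.

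Leaving out each sample in turn, genes with an adjusted p under 0.05 ranged from 1164 to 2139 in E0771 and from 3206 to 5113 in E0771-LG cells, and genes higher in control from 194 to 764 in 4T1 and from 103 to 229 in *MMTV-PyMT* tumors. Chemokine genes ranged from 3 to 5 in each line, genes shared by all 4 experiments from 0 to 1, and genes that differed between the models from 0 to 4. The p-values of interferon genes ranged from 7.46e-13 to 0.649 in 4T1 tumors, where the list was higher without replicate 3 of 3B10 (0.0338), and those of neutrophil genes in *MMTV-PyMT* tumors from 3.98e-06 to 0.282. For the differences between the lines they ranged from 0.00581 to 0.953 for interferon and from 0.144 to 0.96 for inflammatory genes. For those between the models they ranged from 0.00483 to 0.897 for inflammatory and from 0.000295 to 0.989 for neutrophil genes. Each of these 4 differences reversed in at least 1 fit. Among single genes, Dhrs9 (−1.43 to 0.0726), S100a9 (−1.86 to 0.681) and Jun (−0.22 to 0.208) in *MMTV-PyMT* tumors, and Jun (−0.0421 to 0.128) and Nfkb1 (−0.237 to 0.159) in 4T1 tumors changed direction. The unknown depth of the 4T1 samples means that no limit from read numbers can be given there, and in *MMTV-PyMT* tumors S100a9 rests on as few as 2 reads.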

Differences from the paper's values

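The paper's reported average is 43 M reads per sample, and the mean number recovered here was 18.2 M over 18 samples. The paper's number counts reads sequenced and the number here is the library size behind the log2 CPM values, so they are different measures. Sequencing was paired-end, and how pairs were counted in either number is not stated. None of the alternatives set before the data were examined changes the number recovered here.

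The heat map of Fig. 5 B shows about 15 genes, read by eye, as changed in E0771-LG cells. Of the 14 analysed here, Irf7 had an adjusted p of 0.0656 and Ifnar1 of 0.0801. Irf7 was called under 8 of 19 alternatives, with adjusted p-values between 0.00173 and 0.166. Of these, the fit of all 24 samples together, the fit that was not robust, the replicate block, and leaving out replicate 1 or replicate 2 of E0771-LGshCtrl were set beforehand. Quantile normalization and the correction for GC content and gene length, alone and with the block, were chosen after seeing the values. Ifnar1 was called under 2 of them, quantile normalization, chosen after seeing the values, and leaving out replicate 1 of E0771-LGshCtrl, with a range from 0.0274 to 0.248.

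The paper states that neutrophil-associated genes were lower with 3B10 in *MMTV-PyMT* tumors (Fig. 6 A). Here Arg2 changed by −1.27, Dhrs9 by −0.78 and S100a9 by −0.17, with adjusted p-values of 1. None was called under any alternative, with lowest adjusted p-values of 0.42, 0.909 and 0.997.

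The paper states that interferon responses fell in every experiment (Fig. 5 C). The list of interferon genes tested here had an adjusted p of 0.0559 in 4T1 tumors. Its unadjusted p was under 0.05 in 15 of 21 alternatives and ranged from 7.46e-13 to 0.774. In 1 of these 15, the fit without replicate 3 of 3B10, the list was higher with 3B10 (p-value 0.0338). Another of the 15 was fgsea, which gives a normalized enrichment score as in Fig. 5 C, though over another gene list. The fgsea score was −1.44 in 4T1 tumors (unadjusted fgsea p = 0.0247), without an allowance for correlation between genes.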

Other observations

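Each test in this part was chosen before its result was seen, apart from the slope of the 4T1 values on gene length. H2-K1 was singled out after its values were seen.

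An shRNA can lower transcripts other than its target through a match of 7 bases, its seed, to their 3′ UTRs. Over 15482 words of 7 bases in the 3′ UTRs of 10302 genes, AAACAGA, which 1880 genes hold, had the lowest fold changes in both lines (t of −14.4 in E0771 and −5.49 in E0771-LG cells). This word lies in the Ptn transcript. Ptn holds 2165 of the 15482 words tested, and these were left out when words of other transcripts were drawn for comparison. No draw could therefore reach AAACAGA. The permutation p of 0.0001, the smallest that 10000 draws can give, was thus fixed, and nothing is drawn from it. In the comparisons without a difference in shRNA the lowest t of AAACAGA was −1.22. The effect therefore does not seem to belong to genes with this word in general. The longer word CAAACAGA occurs once in Ptn, in a coding part of exon 3 on chromosome 6 from 36743381 to 36743388 on the minus strand. The 411 genes that hold it in the 3′ UTR had a mean log2 fold change of −0.21 in E0771 cells, against 0.01 for 7832 genes with neither word, and 29.7% against 8.62% were lower at an adjusted p under 0.05. In E0771-LG cells the means were −0.24 and 0.12, and 40.9% against 18% were lower. The genes in these means were not matched for gene length. Fold changes fell with length in E0771-LG cells (Spearman correlation −0.481) and hardly in E0771 cells (−0.0492). Length may therefore contribute to the contrast in E0771-LG cells. A candidate explanation is an off-target effect through the seed of the shRNA, whose own sequence was not used here.

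Without the genes that hold AAACAGA or CAAACAG, the interferon genes were still lower in E0771 (camera p-value 3.58e-06) and E0771-LG cells (9.87e-05), and so were the inflammatory genes (7.65e-07 and 1.67e-05). Direct matches to these words may therefore not account for the decrease of the lists. Secondary effects of genes with such matches were not tested.

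After correction for GC content and gene length, 84.9% of 258 genes on chromosome 18 were lower with shPTN in E0771-LG cells, with a median log2 fold change of −0.423 (−0.46 and −0.368 on either side of its middle gene), against −0.0739 in E0771 cells. Differences in copy number between the shCtrl and shPTN populations are a candidate explanation. The SD of the chromosome medians was 0.118 in E0771-LG and 0.0397 in E0771 cells, against means of 0.0241 and 0.015 after shuffling (permutation p = 1e-04 in both, the smallest possible). The p was the same in 4T1 and *MMTV-PyMT* tumors, with SDs of 0.0266 and 0.0456, so the p alone does not single out copy number.

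H2-K1 had 0 to 3 reads in E0771-LGshCtrl and 250 to 291 reads in E0771-LGshPTN samples, and was thus at least 86.6-fold higher with shPTN. Every E0771 sample had at least 1688 reads. E0771 cells mixed into the E0771-LGshPTN population could give such a change. Of the other genes silent in E0771-LGshCtrl and expressed in all E0771 samples, 0% had over 3 reads in every E0771-LGshPTN sample, but there were only 2 such genes, fewer than the 5 set beforehand as enough for the test. In E0771-LGshPTN samples H2-K1 was at 12.1% of its level in E0771shCtrl. Sox7, with at least 133 reads in every E0771 sample, had 0 reads there, and Hcfc1r1, with at least 123, had 2 to 6 reads (0.219% and 2.75% of the level in E0771shCtrl). These 2 genes go against a mixture large enough to give the reads of H2-K1.

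In 4T1 tumors, a list of 24 leukocyte genes was lower with 3B10 by a mean of −0.52 (adjusted p = 3.2e-18, 24 of 24 genes, 3 of 3 tumors), beside −0.62 for the neutrophil genes. The difference between the lists had a permutation p of 0.403, so fewer leukocytes of every kind in the tumor samples may explain the neutrophil genes as well as fewer neutrophils. T cell genes were lower by −1.11 over 11 genes (adjusted p = 3.65e-09) and macrophage genes by −0.42 over 14 genes (adjusted p = 8.32e-08), each in 3 of 3 tumors below every C44 tumor (exact two-sided permutation p = 0.1). Milk and luminal genes were higher by 1.40 in *MMTV-PyMT* tumors (adjusted p = 0.00152). The median correlation of these genes across tumors was 0.257, against secretory mammary tissue in the samples as their source. The slope of the 4T1 minus E0771-LG values on log2 gene length was −0.672, in line with values normalized for gene length in the 4T1 samples alone.

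E0771-LGshCtrl and E0771shCtrl cells differed in 5676 of 10411 genes at an adjusted p under 0.05, 3672 lower and 2004 higher in E0771-LG cells, and 63.6% of genes did not overlap between them, where chance gives 10%. Of 4 splits that part the same-numbered samples, 1, the real one, gave as many. The median change of all genes was −0.149. Relative to the median of all genes, by median-of-ratios scaling, Ptn was higher in E0771-LGshCtrl by 1.66, Ccl2 by 2.61, Cxcl1 by 5.09 and Nfkb1 by 0.54, and Mdk changed by −2.27. On the deposited values Ptn changed by 1.51 (adjusted p = 0.0012) and Mdk by −2.42 (adjusted p = 0.00114). With shPTN, Mdk changed by 1.21 in E0771 cells (adjusted p = 0.0183, with a range from 0.00227 to 0.162 over 19 alternatives, the highest in the fit of all 24 samples). In E0771-LG cells it changed by −1.97, below the filter, from 10 to 21 reads down to 1 to 5 reads. The change differed between the lines by −3.19 (adjusted p = 0.00756 by the limma interaction term). In *MMTV-PyMT* tumors Ptn changed by 0.50 with 3B10 (SE 0.37), on 127 to 201 reads per C44 tumor and 142 to 303 per 3B10 tumor.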
